# Identification of activated enhancers and linked transcription factors in breast, prostate, and kidney tumors by tracing enhancer networks using epigenetic traits

**DOI:** 10.1186/s13072-016-0102-4

**Published:** 2016-11-09

**Authors:** Suhn Kyong Rhie, Yu Guo, Yu Gyoung Tak, Lijing Yao, Hui Shen, Gerhard A. Coetzee, Peter W. Laird, Peggy J. Farnham

**Keywords:** DNA methylation, Epigenetics, Enhancer, Transcription factor, Networks

## Abstract

**Background:**

Although technological advances now allow increased tumor profiling, a detailed understanding of the mechanisms leading to the development of different cancers remains elusive. Our approach toward understanding the molecular events that lead to cancer is to characterize changes in transcriptional regulatory networks between normal and tumor tissue. Because enhancer activity is thought to be critical in regulating cell fate decisions, we have focused our studies on distal regulatory elements and transcription factors that bind to these elements.

**Results:**

Using DNA methylation data, we identified more than 25,000 enhancers that are differentially activated in breast, prostate, and kidney tumor tissues, as compared to normal tissues. We then developed an analytical approach called Tracing Enhancer Networks using Epigenetic Traits that correlates DNA methylation levels at enhancers with gene expression to identify more than 800,000 genome-wide links from enhancers to genes and from genes to enhancers. We found more than 1200 transcription factors to be involved in these tumor-specific enhancer networks. We further characterized several transcription factors linked to a large number of enhancers in each tumor type, including GATA3 in non-basal breast tumors, HOXC6 and DLX1 in prostate tumors, and ZNF395 in kidney tumors. We showed that HOXC6 and DLX1 are associated with different clusters of prostate tumor-specific enhancers and confer distinct transcriptomic changes upon knockdown in C42B prostate cancer cells. We also discovered de novo motifs enriched in enhancers linked to ZNF395 in kidney tumors.

**Conclusions:**

Our studies characterized tumor-specific enhancers and revealed key transcription factors involved in enhancer networks for specific tumor types and subgroups. Our findings, which include a large set of identified enhancers and transcription factors linked to those enhancers in breast, prostate, and kidney cancers, will facilitate understanding of enhancer networks and mechanisms leading to the development of these cancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0102-4) contains supplementary material, which is available to authorized users.

## Background

A single genome can give rise to several hundred distinct cell types that are genetically identical but display different epigenetic marks at regulatory elements, leading to altered gene expression. There are two main types of regulatory elements involved in transcriptional activation, promoters and enhancers. Promoters are defined as a relatively small region surrounding a transcription start site (TSS) of a gene and are critical for basal transcription of that gene. Enhancers are regulatory elements, containing multiple transcription factor (TF) binding sites, which can be far upstream or downstream of the gene they regulate [1]. Of note, the state most consistently linked to cellular identity is the ‘active enhancer’ state [2, 3]. In addition, previous studies have shown that epigenetic changes at enhancers are significantly better than those at promoters for predicting expression changes of target genes in cancer [4, 5].

Recent studies from the Encyclopedia of DNA Elements (ENCODE) and the Roadmap Epigenome Mapping Consortium (REMC) have shown that more than ten thousand enhancers can be identified using epigenomic marks in a given cell line or tissue [6, 7]. However, it is not clear whether all of these enhancers are functional [8] or which gene is regulated by each enhancer. One enhancer may regulate multiple genes, one gene may be regulated by multiple enhancers, and an enhancer does not always regulate the nearest gene. In addition, we do not have a complete understanding as to which TFs bind to and activate each enhancer in a particular cell type. Therefore, it is difficult to a priori develop a detailed transcriptional regulatory network for a given cell type [1, 9].

In this study, we have used known enhancer regions and have also performed Chromatin Immunoprecipitation (ChIP) and Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE) assays to annotate additional cell type-specific enhancers. Using these enhancer regions, along with DNA methylation data generated as part of The Cancer Genome Atlas (TCGA), we have identified enhancers that are activated or inactivated in breast, prostate, and kidney tumor tissues. To facilitate understanding of enhancer networks deregulated in tumors, we have developed an approach called Tracing Enhancer Networks using Epigenetic Traits (TENET), which identifies enhancer and gene expression relationships (links) genome-wide. Using TENET, with epigenomic and RNA expression data from breast, prostate, and kidney tumor and normal tissue samples, we found more than 25,000 differentially activated enhancers and more than 1200 transcription factors involved in tumor-specific enhancer networks. For example, we found that hundreds of tumor-specific enhancers are linked to *GATA3* overexpression in non-basal breast tumors. We showed that *HOXC6* and *DLX1*, independent prognostic markers of prostate tumors [10], are associated with distinct clusters of tumor-specific enhancers and transcriptomic changes in C42B prostate cancer cells upon knockdown of *HOXC6* and *DLX1*. We also discovered de novo motifs specifically enriched in enhancers linked to *ZNF395* in kidney tumors. Our findings, which include a large set of identified enhancers and TFs linked to those enhancers in breast, prostate, and kidney cancers, will facilitate understanding of disordered epigenetic regulation and enhancer networks in tumor types and subgroups.

## Results

### Identification of differentially methylated enhancers in breast, prostate, and kidney tumor tissues

Technologies such as ChIP, FAIRE, and DNaseI assays combined with sequencing [11] are generally used to identify enhancers in cell lines. However, these assays are not amenable for use with tissue samples because they require a large number of cells, are time consuming to perform, and do not work well with frozen tissues. However, the analysis of DNA methylation using arrays is easier, works well with frozen tissues, and can be performed using very few cells [12]. If an enhancer region is unmethylated, it corresponds to open chromatin that can be bound by TFs and is given an active enhancer status. On the other hand, if an enhancer region is methylated, it reflects closed chromatin that is not bound by TFs and is given an inactive enhancer state.

To identify activated and inactivated enhancers specific to breast, prostate, and kidney tumor tissue samples, we assembled a large set of genomic coordinates that includes regions previously identified as distal regulatory elements by ENCODE and REMC [6, 7] as well as enhancer locations derived from H3K27Ac ChIP-seq data specifically generated in our laboratory for this study (e.g., H3K27Ac ChIP-seq for MCF7, MDAMB231, and MCF10A breast cells and for C42B and RWPE1 prostate cells). 

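H3K27Ac, a histone mark of active promoters and enhancers, was found at genes of luminal prostate cells in C42B cells and at genes of basal epithelial cells in RWPE1 and MCF10A cells. KLK3 and KLK2, which encode secreted proteases of the prostate, HOXB13, a TF of prostate cells, and FOLH1, which encodes prostate-specific membrane antigen, had an H3K27Ac region within the gene or 10 kb of it in C42B cells, a prostate cancer line, and in none of RWPE1, MCF7 and MCF10A cells. Of 10 genes of luminal prostate cells, all 10 had such a region in C42B and 1, FKBP5, had one in RWPE1, an immortalized prostate epithelial line. Of the same genes, 6 had one in MCF7 in ethanol, 5 in MCF7 in estradiol and 5 in MCF10A. Of 10 genes of basal epithelial cells, among them KRT5 and KRT14, which encode keratins, and TP63, which encodes a TF, 10 had a region in RWPE1 and 10 in MCF10A, an immortalized breast epithelial line, against 5 in MCF7, an estrogen receptor-positive breast cancer line, and 1, EGFR, in C42B. Of 10 genes of luminal breast cells, 10 had a region in MCF7, 7 in C42B, 6 in MCF10A and 2 (ESR1 and XBP1) in RWPE1. Within 50 kb, 3 of the luminal prostate genes had a region in RWPE1, 9 in MCF7 in ethanol, 7 in MCF7 in estradiol and 8 in MCF10A. Of the basal genes, 7 had one in C42B within that distance, 8 in MCF7 in ethanol and 10 in MCF7 in estradiol.

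**Figure D1:**
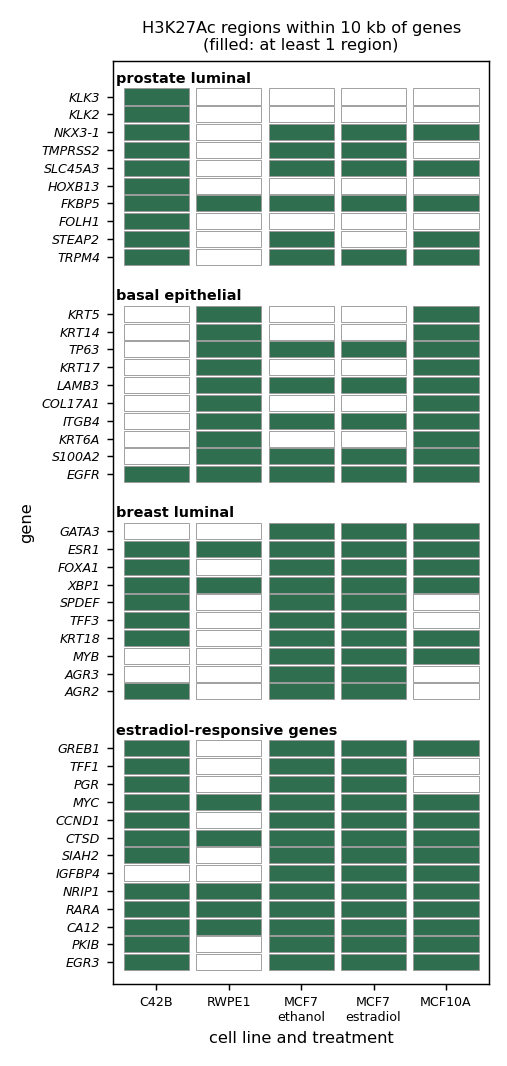
Each gene of the lists by cell line and treatment, with a square filled where at least 1 H3K27Ac region lay within the gene or 10 kb of it. All 10 luminal prostate genes have a region in C42B cells and 1 has one in RWPE1 cells, and all 10 basal genes have one in RWPE1 and in MCF10A cells.

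H3K27Ac ChIP-seq was performed in duplicate in C42B, RWPE1 and MCF10A cells and in MCF7 cells treated with 100 nM estradiol or with ethanol for 45 min, 10 libraries in all. The deposited values are the positions of peaks on hg19, which the authors called in each library separately with Sole-Search after mapping with BWA. C42B libraries had 48890 and 37096 peaks, RWPE1 24412 and 12573, MCF7 in ethanol 46569 and 46712, MCF7 in estradiol 48239 and 39141, and MCF10A 45264 and 54773. Read numbers are not given with the peaks, so the depth is unknown. Peaks of replicate 1 that overlapped a peak of replicate 2 by at least 1 bp were merged with it into replicated regions, which number 30114 in C42B, 9793 in RWPE1, 28431 and 28133 in MCF7 in ethanol and estradiol, and 33957 in MCF10A. Of the C42B regions, 13.4% were overlapped by an RWPE1 region (20.2% without replicate 2 of either line), and 41.3% of the RWPE1 regions were overlapped by a C42B region. Of the regions of MCF7 in ethanol, 58.1% were overlapped by an MCF10A region, and 87.9% of those of MCF7 in estradiol were also present in ethanol. The share of bases in common (Jaccard index) averaged 0.559 over the 5 pairs of replicates, and 2 of all possible ways to pair the 10 libraries gave a mean as high (exact one-sided permutation test of pairings, p = 0.0021). The highest mean of any pairing was 0.585, and 5 of the 10 libraries shared most with their own replicate, as the MCF7 libraries shared more with the library of the same number under the other treatment (0.681 and 0.646) and replicate 1 of RWPE1 shared more with replicate 1 of MCF10A (0.384) than with its own replicate (0.366). There are 2 libraries per condition and no test between lines was run, and RWPE1, with the fewest peaks, also has the fewest regions to find at any gene.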

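Open chromatin of MCF10A breast cells lay in H3K27Ac regions of the same line more often than in those of C42B or MCF7 cells. Of 77481 open regions found in both MCF10A replicates by FAIRE-seq, which isolates DNA free of nucleosomes, 28.5% overlapped an H3K27Ac region of MCF10A, 12.4% one of MCF7 in ethanol, 12.1% one of MCF7 in estradiol, 11.4% one of C42B and 8.35% one of RWPE1. When the open regions were moved at random within their chromosomes 100 times, the mean shares were 6.04% for MCF10A, 5.14% and 4.97% for MCF7, 4.78% for C42B and 1.58% for RWPE1. The observed share was therefore 4.71 times the random share in MCF10A and 5.28 times in RWPE1, whose H3K27Ac regions cover the fewest bases, against 2.38 to 2.44 times in C42B and MCF7. FAIRE-seq of MCF10A gave 169937 peaks in replicate 1 and 442922 in replicate 2, called by the authors per library, with a median width of 570 bp in each. Of the peaks of replicate 1, 65.1% overlapped a peak of replicate 2, and of those of replicate 2, 22.2% overlapped a peak of replicate 1. Without replicate 2 the share of open regions in MCF10A H3K27Ac regions was 21.1%, without replicate 1 it was 10.5%, and with the same number of top peaks from each library it was 54.7%.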

Because recent studies have shown that a nucleosome-depleted region (NDR) flanked on each side by a nucleosome having the active enhancer histone mark H3K27Ac is where TFs actually bind [5, 13], we used public and newly generated Nucleosome Occupancy and Methylome Sequencing (NOMe-seq), DNaseI-seq, and FAIRE-seq datasets to further narrow enhancer regions (see Additional file 1: Supplementary Methods for a detailed description of the creation of the enhancer file and Additional file 2: Table S1 for a list of datasets). These narrowed regions represent the functional (TF binding) compartment of the larger regions defined by ChIP-seq data. 

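In MCF10A cells, 18334 of 33957 H3K27Ac regions (54.0%) held an open region found in both FAIRE-seq replicates. These 18334 H3K27Ac regions covered 60.8 Mb with a median width of 2610 bp, and the part of them that was open covered 34.3 Mb in 22412 segments with a median width of 1380 bp. With the FAIRE-seq peaks of replicate 1 alone, 63.5% of the H3K27Ac regions held a peak and the median segment was 840 bp, and with those of replicate 2 alone the values were 61.2% and 810 bp. No narrowing was computed for C42B, RWPE1 or MCF7 cells, since FAIRE-seq was analysed here in MCF10A alone.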

The subset of these narrowed TF binding regulatory regions represented by probes on the Illumina HM450 array was then identified for use in our study (Fig. 1).

**Fig. 1:**
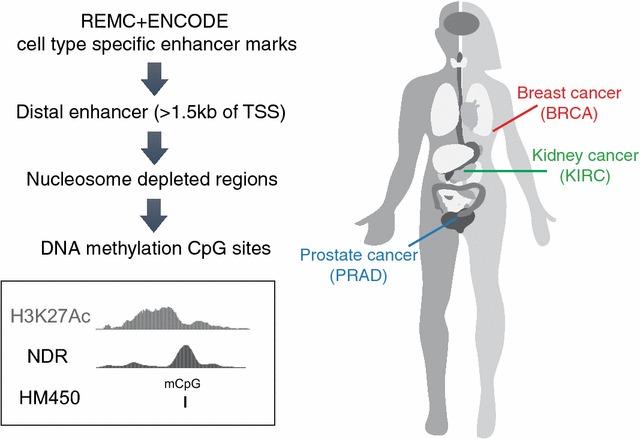
Study design. To define genomic regions for analysis of enhancer activity in tumor samples, we used the genomic coordinates of enhancers identified by REMC and ENCODE for 98 tissues or cell lines, plus genomic coordinates of additional H3K27Ac ChIP-seq peaks from several cancer cell lines and normal cells for breast, prostate, and kidney. We then selected the subset of these regulatory elements that are located >1.5 kb from a known transcription state site (TSS), as defined using GENCODE v19. We further narrowed the regions by intersecting with the set of ENCODE Master DNaseI-seq peaks from 125 tissues or cell lines or DNaseI-seq, FAIRE-seq, or NOMe-seq peaks of corresponding cell types (Additional file 2: Table S1). The HM450 array probes that overlapped the narrowed enhancer regions were then used to study enhancer activity in normal and tumor tissues

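Distal H3K27Ac regions, those more than 1.5 kb from any TSS, made up 17676 of the 30114 regions of C42B cells (58.7%), the largest share of the 4 lines. In RWPE1 they were 5008 of 9793 (51.1%), in MCF10A 15745 of 33957 (46.4%), and in MCF7 11594 of 28431 in ethanol (40.8%) and 11615 of 28133 in estradiol (41.3%). No test between lines was run. The paper's methods name alternative H3K27Ac antibodies and sequencers without giving those of each line, so this ranking cannot be put down to the lines alone. Of the MCF10A FAIRE-seq regions, 61746 of 77481 (79.7%) were distal. Among the 15745 distal H3K27Ac regions of MCF10A, 11188 (71.1%) held an open region, which narrowed their median width from 2370 bp to 1440 bp. Distances were measured to 220821 TSSs of GENCODE v44 mapped to the hg19 build, a later release than the one the paper used.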

The DNA methylation profiles of the probes representing the narrowed enhancer regions in tumor and normal tissue samples were compared using 641 tumors and 66 normals for breast invasive carcinoma (BRCA), 333 tumors and 19 normals for prostate adenocarcinoma (PRAD), and 318 tumors and 24 normals for kidney renal clear cell carcinoma (KIRC) from TCGA. A major problem when characterizing tissues is the purity of each sample. For instance, TCGA has shown that the proportion of normal cells and immune cells that are intermixed with cancerous cells in a tumor tissue sample can greatly affect the results of genetic and epigenetic analyses. Specifically, DNA methylation analysis of prostate tumors was shown to be heavily confounded by tumor purity, with leukocyte infiltration being a major factor of tissue contamination [14]. To alleviate the purity effects in our analyses, we assessed the DNA methylation levels at enhancer regions in normal cells from the same cell type as the tumors, as well as in other normal cells such as leukocytes, smooth muscles, and fibroblasts. For this study, we only classified probes as hypermethylated in tumors compared to normal if these same probes did not also have high DNA methylation levels in leukocytes; similarly, we only classified probes as hypomethylated in tumors compared to normal if they did not also have low levels of DNA methylation in leukocytes (Additional file 1: Figures S1, S2). Although this winnowing likely removed some probes that displayed tumor-specific methylation changes, we felt that it was best to reduce potential false positives from our analyses.

 Probes were categorized to four enhancer groups: unmethylated in both normal and tumor samples (this group is termed “always unmethylated” and represents enhancers active in both normal and tumor samples), methylated in both normal and tumor samples (this group is termed “always methylated” and represents enhancers inactive in both normal and tumor samples), hypermethylated in tumors as compared to normal samples (this group is termed “normal-specific enhancers” and represents enhancers active in normal but inactive in tumors), and hypomethylated in tumors as compared to normal tissues (this group is termed “tumor-specific enhancers” and represents enhancers inactive in normal and active in tumors) (Fig. 2a). We identified more than 50,000 probes that are differentially methylated, representing ~25,000 different enhancers that are gained or lost in the BRCA, PRAD, or KIRC samples (Additional file 3: Table S2). Interestingly, different fractions of probes belonged to each enhancer group across tumor types. For example, we identified relatively more “always methylated” probes in PRAD than in BRCA and relatively more hypomethylated probes in BRCA and KIRC than in PRAD. When we further compared the activity state of enhancers in the normals versus tumors for each tumor type, we found both common and tumor type-specific normal-to-tumor activity changes at these enhancers. For example, among the ~6000–20,000 hypomethylated enhancer probes from the three tumor types (corresponding to enhancers gained in tumors), only 2514 probes identified tumor-specific enhancers in all 3 tumor types, suggesting that there are critical TFs in each tissue type that drive distinct breast, prostate, and kidney tumor development (Additional file 1: Figure S3). 

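TRPM4, which encodes a cation channel opened by calcium, carried H3K27Ac inside the gene in C42B prostate cancer cells and not in RWPE1 cells, in the window of Fig. 2b for prostate. The gene (ENSG00000130529) lies on the plus strand of chromosome 19 from 49660998 to 49715093 (hg19). In that window, replicate 1 of C42B had 1 peak from 49703581 to 49706190 (2610 bp) and replicate 2 had 1 from 49703731 to 49706100 (2370 bp). Both peaks start over 42 kb downstream of the TSS and span exons 19 and 20 of the 25 exons of the canonical transcript with the introns around them, and that of replicate 1 reaches exon 18. Neither RWPE1 library had a peak in this window. The panel itself shows PrEC as the normal prostate cells, which are not among the libraries analysed here. Every MCF7 and MCF10A library also had a peak in the window. Those of MCF10A (750 and 1800 bp) lay downstream of the C42B peaks. The peak lists give positions without signal at places where no peak was called, so an H3K27Ac signal below the authors' threshold in RWPE1 would not be seen, and no test between the lines was run.

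**Figure D2:**
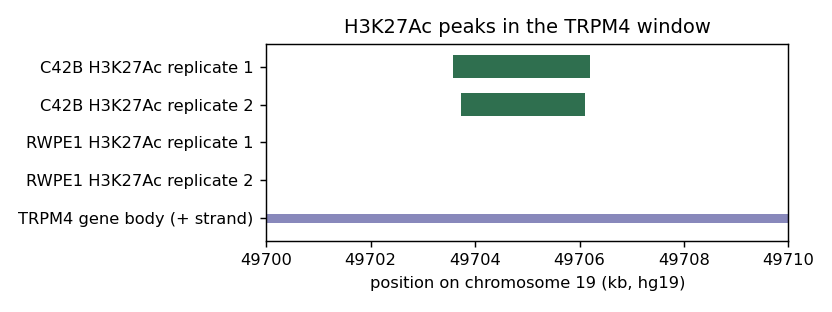
Authors' H3K27Ac peaks in each C42B and RWPE1 library over the window of Fig. 2b for prostate (chromosome 19, hg19), within TRPM4. C42B has 1 peak in each of 2 replicates and RWPE1 has none.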

Examples of tumor-specific enhancers identified using the TCGA DNA methylation data that were confirmed to have tumor-specific H3K27Ac ChIP signals in appropriate tumor cell lines are shown in Fig. 2b.

**Fig. 2:**
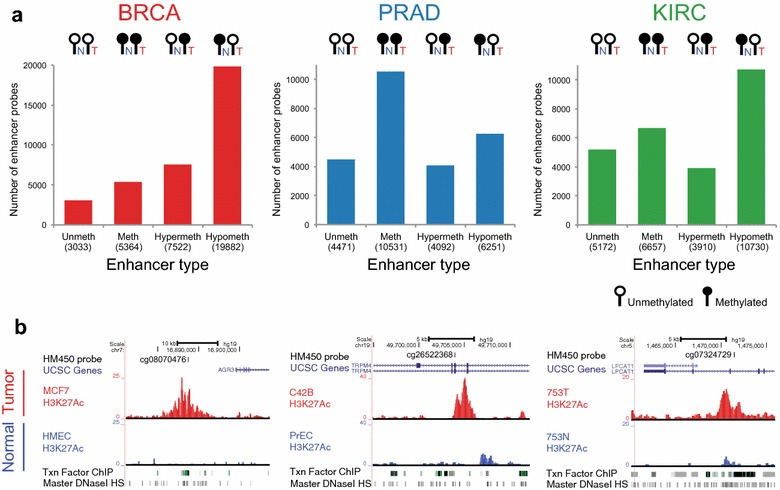
Identification of differentially methylated enhancer regions. **a** Differentially methylated enhancer probes located in epigenetically defined enhancers were identified by using DNA methylation profiles from TCGA for breast (BRCA), prostate (PRAD), and kidney (KIRC) tumor tissues. Unmeth: enhancer probes unmethylated in both normal and tumor samples; Meth: enhancer probes methylated in both normal and tumor samples; Hypermeth: enhancer probes unmethylated in normals, but methylated in tumors; Hypometh: enhancer probes methylated in normals, but unmethylated in tumors; the number of enhancer probes for each category is shown in parentheses. **b** Examples of hypomethylated enhancers (i.e., tumor-specific enhancers) are shown for BRCA (*center*), PRAD (*left*), and KIRC (*right*). Genome browser screen shots show genomic coordinates, HM450 probe location, UCSC genes, H3K27Ac ChIP-seq tracks in tumor (MCF7, C42B, and 753T) and normal (HMEC, PrEC, and 753N) cells, the ENCODE layered ChIP-seq track for 161 TFs, and the ENCODE Master DNaseI hypersensitive site track for 125 cell types

### Identification of linked genes for differentially methylated enhancers

To understand how enhancer activity may contribute to cancer initiation or progression, we associated genome-wide gene expression changes with gain or loss of enhancer activity, using an approach called TENET (Additional file 1: Figures S1, S2, S4). Enhancers are generally considered to regulate expression of their direct target genes in a positive direction. Therefore, possible direct targets are those in which a gained activity state of the enhancer is associated with an increase in gene expression. Of course, there will be many other genes whose expression is also positively associated with the activity of an enhancer (e.g., genes whose expression increases as a consequence of the increased expression of the direct target gene). The set of genes (direct and indirect targets) whose expression is positively associated with the normal-specific activity of an enhancer is indicated as E^N^:G^+^, and the set of genes whose expression is positively associated with the tumor-specific activity of an enhancer is indicated as E^T^:G^+^ (Additional file 1: Figure S4 top). Conversely, genes whose expression is negatively correlated with enhancer activity are not likely to be direct targets but instead may show decreased expression due to changed expression of, for example, a transcriptional repressor that is a direct target. The set of genes whose expression is negatively associated with the normal-specific activity of an enhancer is indicated as E^N^:G^**−**^, and the set of genes whose expression is negatively associated with the tumor-specific activity of an enhancer is indicated as E^T^:G^**−**^ (Additional file 1: Figure S4 bottom). In total, we identified ~800,000 enhancer:gene links in these 4 categories (E^N^:G^+^, E^T^:G^+^, E^N^:G^**−**^, and E^T^:G^−^); see Additional file 4: Table S3.

Of high interest in our study of regulatory regions involved in tumor development is the E^T^:G^+^ subset of tumor-specific enhancers that are positively linked to gene expression. Among the tumor-specific enhancer probes (19,882 for BRCA, 6251 for PRAD and 10,730 for KIRC; see Fig. 2a), only 10–20% were positively linked (directly or indirectly) to genes. We identified 127,725 E^T^:G^+^ links between 4334 probes and 6948 genes for BRCA, 25,428 E^T^:G^+^ links between 1120 probes and 5017 genes for PRAD, and 117,557 E^T^:G^+^ links between 2535 probes and 6629 genes for KIRC (Additional file 4: Table S3, Additional file 1: Figure S5).

As noted above, the links include not only direct target genes of the enhancers but also genes whose expression is indirectly regulated by an enhancer due to secondary or downstream effects. Hi-C and tethered chromatin capture suggest that direct interactions between enhancers and promoters mostly occur on the same chromosome within topologically associating domains, which are about 1 Mb in length and include 4–10 genes and several hundred enhancers [15]. To identify potential direct target genes of the enhancer probes, the distance between the enhancer probes and linked genes that are on the same chromosome was measured. For example, among the 127,725 E^T^:G^+^ links in BRCA, 7153 are within the same chromosome. Of these, 313 E^T^:G^+^ enhancer:gene links were found within a 1-Mb region. For PRAD and KIRC, 83 and 212 E^T^:G^+^ enhancer:gene links were found within a 1-Mb region, respectively (Fig. 3; Additional file 1: Figure S6, Additional file 5: Table S4).

**Fig. 3:**
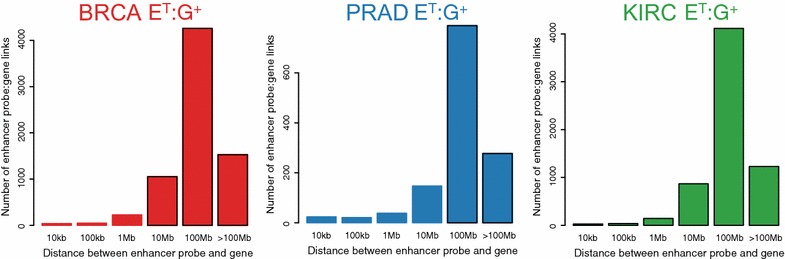
Distribution of enhancer probe:gene links on the same chromosome. Shown is the number of enhancer probe to gene links (E^T^:G^+^) on the same chromosome by distance in BRCA (*left*, *red*), PRAD (*center*, *blue*), and KIRC (*right*, *green*)

### TFs associated with the activity of many tumor-specific enhancers

Studies from the ENCODE project reported that the average number of enhancers directly interacting with a promoter via looping is 3.9 [9]. Although our analysis is not limited to direct interactions, the majority of genes are associated with fewer than 5 enhancer probes (Fig. 4a; Additional file 1: Figures S7, S8, Additional file 4: Table S3). However, strikingly, in each tumor type, a subset of genes is associated with many enhancer probes. For BRCA, among the 6948 genes whose expression is positively associated with activity of a tumor-specific enhancer probe, 235 genes were associated with more than 100 enhancer probes. For PRAD, among the 5017 whose expression is positively associated with activity of a tumor-specific enhancer probe, 91 genes were associated with more than 30 enhancer probes, and for KIRC, among the 6629 genes whose expression is positively associated with activity of a tumor-specific enhancer probe, 178 genes were associated with more than 100 enhancer probes. The links between genes and enhancers for those genes whose expression is positively associated with a large number of enhancer probes can be viewed in two ways. Either many enhancers regulate that gene, or perhaps more likely if the gene is a TF, then the association can be reversed. In other words, high expression of a TF can lead to increased occupancy (and hypomethylation) at target enhancers of the TF. For each tumor type, we identified a unique set of TFs that are linked to enhancers; for BRCA we identified 710 TFs, for PRAD we identified 540 TFs, and for KIRC we identified 731 TFs, for a union set of ~1200 TFs (Fig. 4b; Additional file 6: Table S5). Among those, for example, GATA3, SPDEF, FOXA1, and ESR1 are TFs linked to hundreds of enhancers in BRCA. Similarly, HOXC6, DLX1, and HOXC4 are top TFs linked to more than a hundred enhancers in PRAD, whereas GLIS1, MAF, SAP30, TRIM15, and ZNF395 are TFs linked to hundreds of enhancers in KIRC. We further investigated top TFs linked to hundreds of enhancers in breast, prostate, and kidney tumors.

**Fig. 4:**
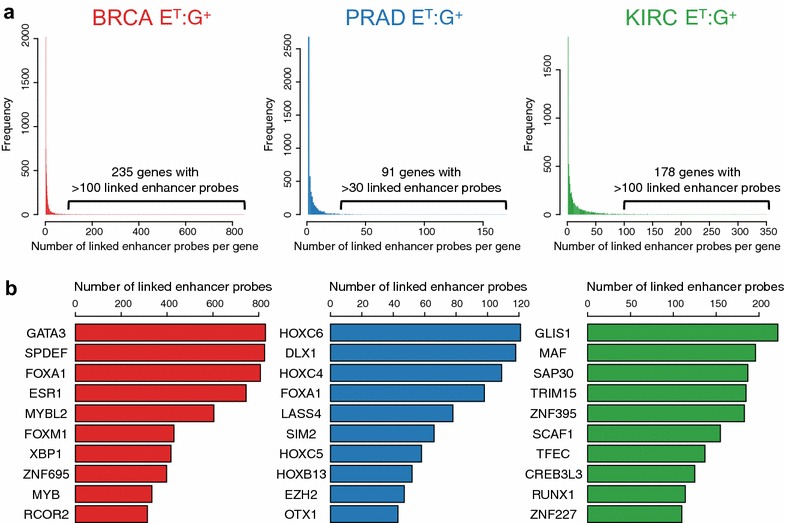
Identification of TFs associated with the activity of many enhancers. **a** Shown is the number of linked enhancer probes per gene in the E^T^:G^+^ category for BRCA (*left*), PRAD (*center*), and KIRC (*right*). **b** The top 10 TFs identified to be linked to a large number of enhancer probes for BRCA (*left*), PRAD (*center*), and KIRC (*right*)

### Characterization of TFs linked to breast tumor-specific enhancers

GATA3 is a well-studied TF that has a long history of association with breast cancer. Therefore, we investigated the enhancer to gene links identified above for GATA3 using publicly available ChIP-seq data from a breast cancer cell line (Additional file 2: Table S1). *GATA3* expression was associated with 829 breast tumor-specific enhancer probes located on many different chromosomes (Fig. 5a). We found that GATA3 ChIP-seq peaks from the MCF7 ER+ breast cancer cell line were statistically significantly enriched in the set of tumor-specific enhancers linked to *GATA3* in BRCA by TENET, as compared to all tumor-specific enhancers linked to genes or to all tumor-specific enhancers (Fisher exact test, adj. *p* value <4 × 10^−15^) (Fig. 5b); this pattern of enrichment of the appropriate ChIP-seq peaks in the TF-linked enhancer probe sets was also found for FOXA1 and ESR1. This analysis supports the conclusion that enhancers linked to a TF by TENET include a subset of enhancers that are bound by that TF. As an example, the *GATA3*-linked tumor-specific enhancer probe cg04747693 is within the H3K27Ac and GATA3 ChIP-seq signals in MCF7. When we investigated this region using whole genome bisulfite sequencing data from TCGA, we found that CpGs near the GATA3 peak were unmethylated in breast but not in the other tumor types. Importantly, this probe was specifically unmethylated in non-basal breast tumors (Fig. 5c), likely due to the higher expression of GATA3 in luminal, as compared to basal tumors (Fig. 5d). We recognize that the MCF7 ER+ breast cancer cell line does not well represent all of the heterogeneous 641 breast tumor tissue samples that we used, and thus the MCF7 ChIP-seq data cannot validate all of the tumor-specific enhancers we identified. Therefore, we performed motif enrichment analyses for the GATA3-linked enhancers and found that 24% of GATA3-linked enhancers contained GATA3 motifs, validating TENET predictions. In addition to the GATA3 motif, we also found that the GATA3-linked enhancers have known motifs of other transcription factors (e.g., FOXA, ESR1, TCF), which have been previously shown to work together with GATA3 in breast cancer [16, 17]. These results suggest that through TENET analyses, we can identify sets of TFs co-recruited to enhancers.

**Fig. 5:**
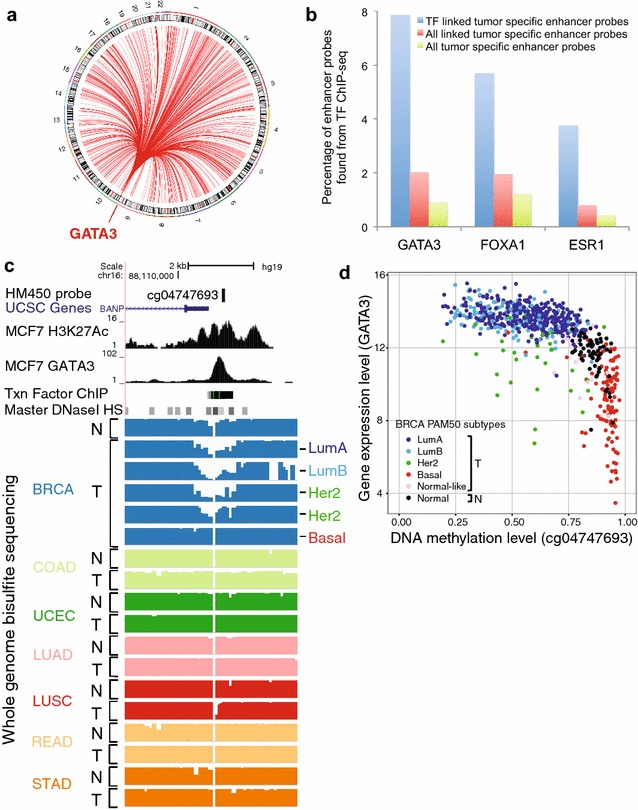
GATA3 is linked to many enhancers in breast tumor tissues. **a** Shown is a circos plot of the enhancers having an active state positively linked to expression of *GATA3*. **b** Percentage of all tumor-specific enhancers (*green*), all tumor-specific enhancers linked to genes (*red*), and tumor-specific enhancers linked to *GATA3*, *FOXA1*, or *ESR1* (*blue*) expression that overlap with TF ChIP-seq for GATA3, FOXA1, or ESR1. **c** Genome browser screen shots of an enhancer (containing probe cg04747693) having an active state in breast tumors, that is positively linked to expression of *GATA3*; the probe is located within a H3K27Ac and a GATA3 peak in MCF7 cells and in a hypomethylated region specifically found in non-basal breast cancer cells. **d** Shown is a scatterplot of the DNA methylation of the enhancer probe and *GATA3* expression in normal and different subtypes of breast tumor tissues

### Characterization of prostate tumor-specific enhancer networks

Unlike the association of GATA3 with breast cancer, the TFs identified by TENET in prostate cancer have not been well studied. The top 2 TFs associated with the most tumor-specific enhancer probes in prostate tumors, HOXC6 and DLX1, are each associated with more than 100 tumor-specific enhancer probes (Fig. 4b). Interestingly, HOXC6 and DLX1 were recently identified as top markers for prostate cancer, but little is known about their target genes [10]. To further characterize the highly linked TFs in the E^T^:G^+^ category for PRAD, we asked whether they are associated with same or different enhancers. When we performed clustering of the enhancer probe:gene links for 59 different TFs linked to more than 10 enhancer probes, we found that many of the TFs shared subsets of linked enhancer probes. Several clusters of TFs that are associated with the same enhancers are marked by brackets with circled numbers in Fig. 6a. Cluster 1 contains HOXC6, HOXC4, and HOXC5, cluster 2 contains HOXB13 and FOXA1, and cluster 3 contains 19 TFs of which 8 are ZNFs (see Additional file 6: Table S5 for the numbered list of the 59 TFs). However, HOXC6 and DLX1 mostly do not share clusters of enhancer probes, suggesting that they regulate distinct sets of genes. 

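HOXC6, which encodes a homeobox TF, was expressed at 25.2 ± 1.88 normalized counts (mean ± SD, n = 3) in C42B cells given control siRNA and at 8.71 ± 0.418 (n = 3) in cells given HOXC6 siRNA, 34.6% of the control level. DLX1, another homeobox TF, was at 18.1 ± 0.580 normalized counts with control siRNA and at 6.07 ± 0.505 with DLX1 siRNA (n = 3 each), 33.6% of the control level. Each target fell by 1.43 on the log2 scale (limma, adjusted p = 2.5e-07 for HOXC6 and 5.2e-07 for DLX1), and every knockdown library lay below every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Under the other siRNA, HOXC6 was at 29.4 ± 3.36 (n = 3, exact permutation p = 0.2) and DLX1 at 15.0 ± 1.11 (n = 3, log2 fold change -0.25, limma adjusted p = 0.056). DLX1 passed the threshold under HOXC6 siRNA with TMM (limma adjusted p = 0.049), with a filter of 1 CPM (0.044), with the 6 libraries of that comparison alone (0.048) and without DLX1 siRNA replicate 3 (0.0499), and HOXC6 was past it in the higher direction under DLX1 siRNA without DLX1 siRNA replicate 2 (0.033). HOXC6 lies on chromosome 12 from 54384408 to 54424607 and DLX1 on chromosome 2 from 172949468 to 172954405 (hg19).

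**Figure D3:**
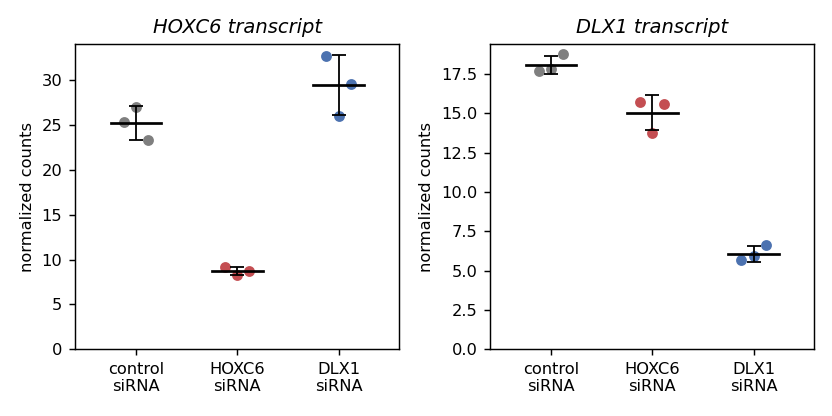
Normalized counts of HOXC6 and DLX1 in each of the 9 C42B libraries (points), with the mean and SD of each group of 3. HOXC6 is lowest in the HOXC6 siRNA libraries and DLX1 is lowest in the DLX1 siRNA libraries.

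C42B cells received 100 nM of control, HOXC6 or DLX1 siRNA for 72 h, and 3 transfections of each were sequenced as 75-bp single reads from a stranded mRNA kit. The authors mapped the reads to hg19 with TopHat2 and deposited upper quartile-normalized counts from Partek Flow with 1 added to every value, which is taken off the values given here. From the spacing of the low values, the control libraries held an estimated 25.1 to 36.2 M reads (median 32.5), the HOXC6 siRNA libraries 26.7 to 36.4 M (29.1) and the DLX1 siRNA libraries 25.0 to 37.5 M (29.3). Of the low values, 74.5 to 76.4% came out as whole reads within 0.05 of a read, so that reads were not recovered and no count test was run. Of 55765 genes in the table, 17283 with at least 0.3 normalized counts in at least 3 libraries were tested with limma on log2 of the deposited value, in 1 fit of all 9 libraries with 6 residual degrees of freedom. Fold changes are on the scale of log2(value + 1), which understates those of genes with low counts. Nothing says that the 3 transfections of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical. On simulated data with 200 changed genes, a limma adjusted p under 0.05 alone recovered 71.6% of the genes changed by a factor of 2 in the HOXC6 comparison. In the DLX1 comparison it recovered 61.2%. The simulated spread was estimated from reads not scaled for depth, which differed within groups, so these shares may be too low for these data. Recovery with the fold change threshold of 1.5 added was not computed.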

To identify genes regulated by these TFs, we used siRNA (performed in triplicate) to reduce their expression in C42B prostate cancer cells, followed by RNA-seq (Fig. 6b, c; Additional file 7: Table S6, Additional file 8: Table S7). Interestingly, the sets of genes changed by knockdown of each TF are different, supporting the hypothesis that each TF has a distinct role in prostate cancer.

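HOXC6 knockdown lowered 180 genes and raised 40, and DLX1 knockdown lowered 53 and raised 51, at a limma adjusted p under 0.05 and a fold change above 1.5. OS9, which encodes a lectin that sorts misfolded proteins in the endoplasmic reticulum, fell from 84.0 ± 1.20 to 17.4 ± 1.16 normalized counts (n = 3 each) with HOXC6 siRNA (log2 fold change -2.21, standard error 0.06, limma adjusted p = 4.5e-11) and was at 88.3 ± 2.42 (n = 3) with DLX1 siRNA (limma adjusted p = 0.49). SMARCD2, a subunit of the SWI/SNF chromatin remodelling complex, fell from 149 ± 2.19 to 54.3 ± 1.52 (n = 3 each) with DLX1 siRNA (log2 fold change -1.44, standard error 0.05, limma adjusted p = 9.2e-09) and was at 142 ± 7.66 (n = 3) with HOXC6 siRNA (limma adjusted p = 0.43). Leaving aside the target and genes with clone names, the other genes with the largest falls after HOXC6 knockdown were ALYREF, an mRNA export factor (-1.96), ATP6V1B2, a proton pump subunit (-1.70), CA12, a carbonic anhydrase (-1.45), and CD276, an immune checkpoint protein (-1.41). After DLX1 knockdown they were SDC4, a cell surface proteoglycan (-1.62), BANF1, a protein of the nuclear envelope (-1.22), and RHOU, a small GTPase (-1.19), which also fell by 0.52 after HOXC6 knockdown. CAMK2N1, an inhibitor of the kinase CaMKII, rose after HOXC6 knockdown from 24.2 ± 2.94 to 48.1 ± 2.20 normalized counts (n = 3 each, limma adjusted p = 4.8e-06). From the different sets of genes changed by the 2 siRNAs, the paper puts forward that each TF may have a distinct role in prostate cancer.

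**Figure D4:**
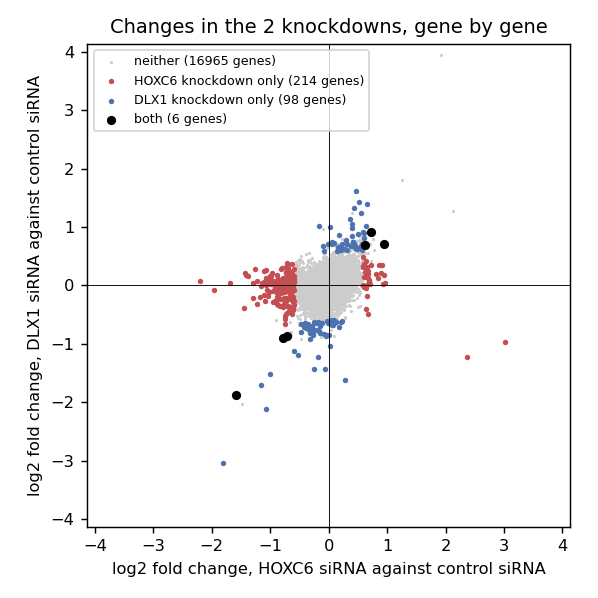
Log2 fold change against control siRNA of every gene tested, HOXC6 knockdown on the x axis and DLX1 knockdown on the y axis, with the genes past adjusted p 0.05 and fold change 1.5 in each knockdown marked. Of 180 and 53 lower genes and 40 and 51 higher genes, 3 lower and 3 higher are marked in both.

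The 2 siRNAs were also compared with each other, in the fit of all 9 libraries, where the control libraries enter the estimate of the spread alone. OS9 was lower in HOXC6 siRNA cells than in DLX1 siRNA cells (log2 fold change -2.28), as were ALYREF (-1.87), ATP6V1B2 (-1.74) and CD276 (-1.59), while SDC4 (1.90), SMARCD2 (1.37) and BANF1 (1.04) were higher. Of the 220 genes called in the HOXC6 knockdown, 193 (87.7%) also differed between the siRNAs at a limma adjusted p under 0.05, and of the 104 called in the DLX1 knockdown, 55 (52.9%) did, shares that the siRNA libraries used in both comparisons can raise, by an amount that was not computed. On adjusted p alone, 883 genes were higher and 1428 lower in the HOXC6 knockdown (2311), 549 higher and 421 lower in the DLX1 knockdown (970), and 1149 higher and 1812 lower in HOXC6 against DLX1 siRNA (2961). Single libraries move these counts and their split. The 883 higher and 1428 lower genes of the HOXC6 knockdown became 574 and 1138, 451 and 940, and 487 and 953 without control replicates 1, 2 and 3, and 444 and 974, and 536 and 1019 without HOXC6 siRNA replicates 1 and 2. The 40 higher and 180 lower with fold change 1.5 became 98 and 216 without HOXC6 siRNA replicate 3. The 549 higher and 421 lower genes of the DLX1 knockdown became 208 and 211, 210 and 199, and 129 and 125 without control replicates 1, 2 and 3, 346 and 306 without HOXC6 siRNA replicate 2, and 78 and 124, 1370 and 1213, and 90 and 118 without DLX1 siRNA replicates 1, 2 and 3. More genes were lower than higher also with TMM (464 higher and 493 lower), with no filter (106 and 115) and with the share of mitochondrially encoded transcripts as a covariate (44 and 72), so which side is larger is not settled. With fold change 1.5, the 51 higher and 53 lower became 23 and 41, and 12 and 33 without control replicates 1 and 3, 31 and 45 without HOXC6 siRNA replicate 2, 13 and 37, 154 and 132, and 14 and 37 without DLX1 siRNA replicates 1, 2 and 3, 10 and 31 with no filter and 11 and 28 with the covariate. The 2961 genes became 1819 and 1848 without DLX1 siRNA replicates 1 and 3. Of the 162 genes lower after HOXC6 knockdown that have an annotated 3' UTR, 115 (71.0%), ALYREF, ATP6V1B2, CA12 and CD276 among them, hold the word ACAGACC or CACTCTC in it, as do 17.7% of the 12908 tested genes with a 3' UTR, while OS9 holds neither. Both words were picked out of 16224 for their link to lower fold changes in this same knockdown, a choice that can raise the share. They may mark transcripts that siRNAs against HOXC6 also lowered through short matches in the 3' UTR. This was not tested with the siRNA sequences.
Mitochondrially encoded genes were higher after DLX1 knockdown, 8 of 13 past the limma threshold (13 when adjusted over the list alone), among them MT-ATP6, a subunit of ATP synthase (log2 fold change 0.91, adjusted p = 0.042), and 2 of 13 after HOXC6 knockdown. Their transcripts were 8.22 ± 1.16% of all normalized counts with control siRNA, 11.2 ± 2.03% with HOXC6 siRNA and 12.3 ± 2.16% with DLX1 siRNA (n = 3 each). With this share as a covariate, 100 of the 104 genes called in the DLX1 knockdown kept their sign, 35 of them with a fold change above 1.5. All 220 called in the HOXC6 knockdown kept their sign, 175 of them with a fold change above 1.5. As the share also differs between the siRNA groups, the covariate can take up differences between groups as well as between libraries. The call of MT-ATP6 was lost without control replicates 1 or 3 (limma adjusted p = 0.12 and 0.15), HOXC6 siRNA replicate 2 (0.064) or DLX1 siRNA replicates 1 or 3 (0.17 and 0.16).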

**Fig. 6:**
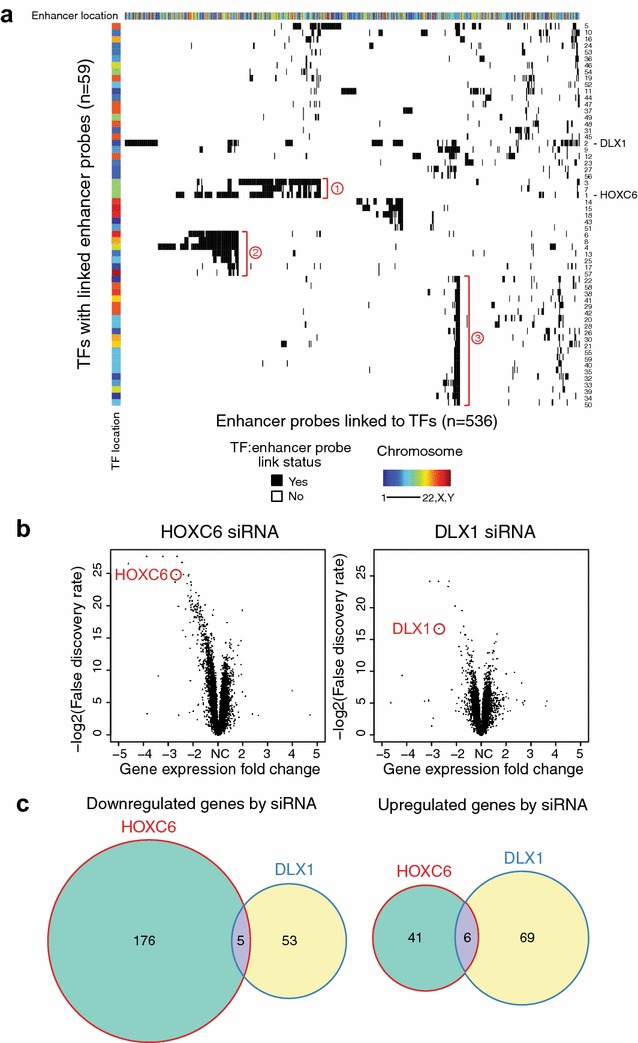
TFs linked to many tumor-specific enhancers in prostate tissues. **a** Unsupervised clustering of the enhancer probe:TF sets for PRAD for which a TF is associated with more than 10 hypomethylated (tumor-specific) enhancer probes. The rows indicate the 59 TFs, and the columns indicate the 536 hypomethylated enhancer probes linked to TFs; when there is a link, the cell is colored in *black*. On the top of the heatmap is shown the chromosomal location for each enhancer probe. On the *left side* of the heatmap is shown the chromosomal location for each TF. TF number on the *right side* indicates the TF rank, as determined by the number of linked enhancer probes for each TF (Additional file 6: Table S5). Three clusters of TFs that are linked to the same enhancers are marked by brackets with circled numbers. **b** Volcano plots identifying genes differentially expressed upon knockdown of HOXC6 and DLX1; triplicate control and knockdown samples were analyzed. **c** Venn diagrams of significantly down- or upregulated genes upon knockdown of HOXC6 and DLX1

Because there is a substantial heterogeneity in prostate tumor samples, we felt it important to determine the enhancer to gene link states of each tumor sample to discover if any of the tumor-specific enhancers linked to genes are enriched in subsets of tumors having previously identified characteristics. For example, in PRAD, the most commonly found tumor subgroup has gene fusions involving members of the E26 transformation-specific (*ETS*) family of TFs, such as *ERG*, *ETV1*, *ETV4*, and *FLI1* [18]. Another common subgroup, which does not carry *ETS* fusion genes, may have either a mutation in the *SPOP gene* or a deletion of the *CHD1* gene [19]. Additionally, mutations of the *TP53*, *PTEN*, *FOXA1*, or *IDH1* genes occur in subgroups of prostate cancers [14]. The clinical behavior and progression of prostate cancers vary case by case [20], and an understanding of the mechanisms leading to the development of the different prostate cancer subgroups is in great demand. We therefore more closely examined the 25,428 E^T^:G^+^ links in different subsets of 333 prostate tumors (Fig. 7).

**Fig. 7:**
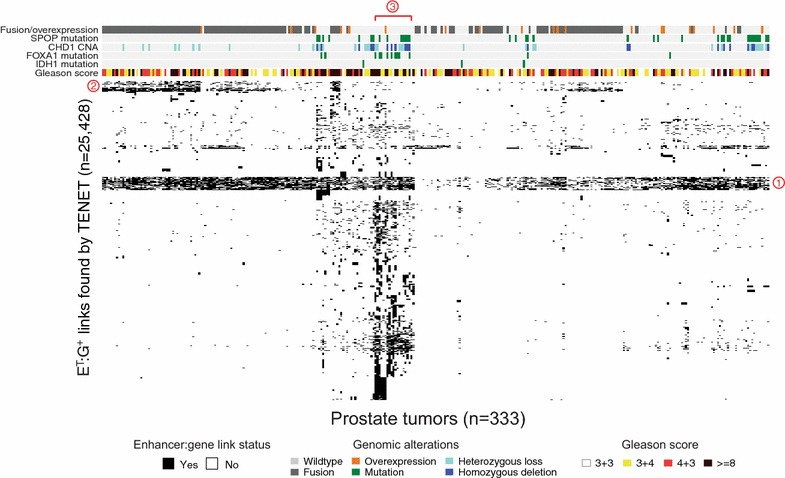
Heatmap of enhancer:gene links in prostate tumor tissues. Unsupervised clustering results using the E^T^:G^+^ links (*n* = 25,428) for prostate tumors (*n* = 333) with previously defined genomic alternations commonly found in prostate tumors and Gleason scores of the tumors [14]. Three clusters of E^T^:G^+^ links are marked by red-circled numbers

Interestingly, we detected a set of enhancer:gene links that are common across the tumors (e.g., the 1075 E^T^:G^+^ links in cluster 1). The 115 genes linked by these enhancers include genes that have been reported to be involved in prostate cancer development. One example of a gene which was associated with active states of enhancer probes across all prostate tumors is the *CAMKK2* gene, an AR-regulated gene that is an upstream activator of the AMP-dependent protein kinase (AMPK) and is involved in catabolic pathways and physiologically relevant processes such as cell cycle and cytoskeleton reorganization [21]. Gene ontology analyses of these 115 linked genes identified across all prostate tumors revealed that the category of sequence-specific DNA binding is enriched (Fisher exact test, adj. *p* value <3.1 × 10^−3^). Interestingly, *HOXC6* and *DLX1*, which we characterized above, were also found in these “common” links, suggesting that they may play a role in the development of the majority of prostate tumors. However, in addition to the “common” links, we identified more than 20,000 enhancer:gene links that are uniquely enriched in a particular subgroup of prostate tumors (Fig. 7). For example, cluster 2 of E^T^:G^+^ links is enriched in *ETS* fusion-positive tumors, whereas cluster 3 is enriched in tumors having a *FOXA1* mutation.

### ZNF395 linked enhancers in kidney cancers have common de novo motifs

To follow up on our identification of TFs linked to hundreds of enhancers in kidney tumors, we further studied enhancers linked to ZNF395. *ZNF395*, which encodes a protein having one C2H2-type zinc finger domain, is overexpressed in various tumors including kidney cancer [22] and has been reported to be induced by hypoxia involved in IKK signaling [23]. The *ZNF395* gene is located at 8p21, and TENET identified hypomethylation of enhancer probe cg12116192 (located ~500 kb from the TSS of *ZNF395*) to be positively associated with the expression of the *ZNF395* gene (Fig. 8a, b), suggesting that hypomethylation of this probe may be responsible for the increased expression of *ZNF395* in kidney tumors. Although *ZNF395* has been repeatedly identified as a significant marker of renal cell carcinoma [24], very little functional characterization of this TF has been performed. As mentioned above, *ZNF395* expression level is positively associated with almost 200 hypomethylated enhancer probes that are located throughout the genome (Fig. 8c). ZNF395 has not been extensively studied, and there are no published ChIP-seq datasets or motifs for this TF. However, if the linked enhancers are in fact ZNF395-regulated enhancers, they may contain a common motif. Therefore, we performed a de novo motif search [25] on these 183 ZNF395-linked enhancers. Interestingly, we found that two motifs (*E*-value <3.2 × 10^−5^) are enriched; motif 1 is found in 182 of the 183 enhancers, and motif 2 is found in 75 of the 183 enhancers. However, less than 25% of enhancers that are linked to genes other than *ZNF395* in KIRC had these motifs and less than 20% of all NDRs distal from a TSS had the motifs (Fig. 8d). The fact that these motifs are found in essentially all of the ZNF395-linked enhancers suggests that they may be direct binding motifs for ZNF395. Although ZNF395 ChIP-seq data obtained using an antibody to the endogenous protein have not been published, ChIP-seq data obtained using a GFP antibody and K562 leukemia cells harboring a GFP-tagged ZNF395 are available as part of the ENCODE project. When we searched for motif 1 and motif 2 in the distal GFP-ZNF395 K562 ChIP-seq peak set, we found that 64% of the peaks contained motif 1 and 59% of the peaks contained motif 2. These results suggest that not only have we identified the DNA binding motif for ZNF395, they provide evidence that TENET can be used to identify enhancers and derive de novo motifs for TFs that have not yet been studied using ChIP-seq (Additional file 9: Table S8).

**Fig. 8:**
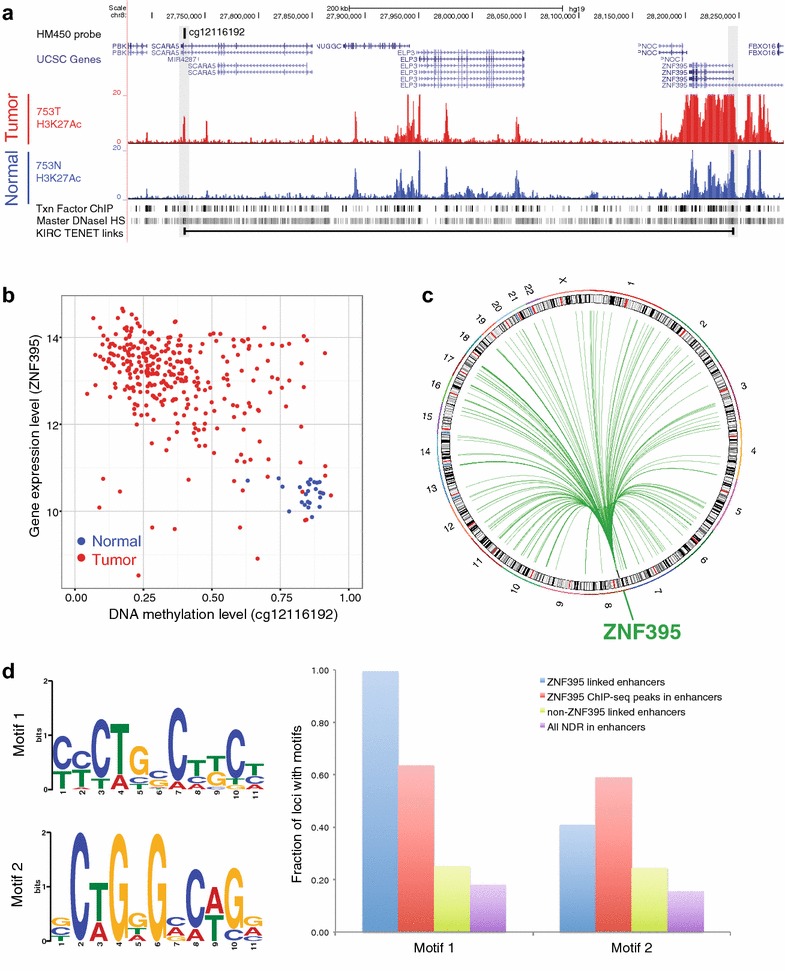
ZNF395-linked enhancers in kidney tumor tissues. **a** Genome browser screen shots near the tumor-specific enhancer probe cg12116192. From top, shown are the genomic coordinates, HM450 probe location, UCSC genes, H3K27Ac ChIP-seq tracks in tumor (753T) and normal (753N) cells, the ENCODE layered TF ChIP-seq track, the ENCODE Master DNaseI hypersensitive site track, and an intra-chromosomal TENET-identified link between the enhancer probe cg12116192 and the *ZNF395* gene; *left shaded* region is the enhancer probe cg12116192, and the *right shaded region* is the transcription start site of *ZNF395*. **b** Scatterplot of the DNA methylation level of the enhancer probe cg12116192 and *ZNF395* expression in normal and tumor kidney tissues. **c** Circos plot of the 183 enhancers having an active state positively linked to expression of the *ZNF395* gene in KIRC. **d** Logos of two de novo motifs identified in the 183 enhancers linked to *ZNF395* expression are shown on the *left*; fraction of regions with the two motifs in the 183 ZNF395-linked enhancers, in 7767 enhancers identified using a GFP antibody in K562 cells expressing a GFP-tagged ZNF395, in all linked enhancers identified in KIRC except those linked to ZNF395, and in all distal NDR regions used in this study

## Discussion

To understand the mechanisms underlying breast, prostate, and kidney cancers, we identified differentially active enhancers in breast, prostate, and kidney tumor tissues, as compared to normal tissues. By using an approach developed here called Tracing Enhancer Networks using Epigenetic Traits (TENET), which uses DNA methylation and gene expression levels to discover genome-wide links from enhancers to genes and from genes to enhancers, we discovered key TFs linked to tumor-specific enhancers (Fig. 4b, Additional file 6: Table S5). We further validated binding of the TFs GATA3, FOXA1 and ESR1 to the enhancers activated in breast cancers using publicly available ChIP-seq data. By performing knockdown assays and RNA-seq of the TFs HOXC6 and DLX1 in prostate cancer and annotating enhancer states in each prostate tumor sample, we found that expression of HOXC6 and DLX1 is highly linked to enhancers in the majority of prostate tumors, but they are associated with different enhancers and regulate distinct gene sets. We also revealed important TFs linked to enhancers activated in kidney cancer and further identified de novo motifs enriched in enhancers linked to ZNF395.

Previous studies have shown that all enhancers marked by active epigenomic marks may not regulate gene expression in the cells being studied [8, 26]. To prioritize enhancers which may possibly regulate gene expression among all enhancers marked by active epigenomic marks, we first identified ~50,000 probes (located within nucleosome-depleted subregions of enhancers) that are differentially methylated in breast, prostate, and kidney tumors, as compared to normal tissues; these probes correspond to ~25,000 different enhancer regions that have gained or lost activity in the tumor tissues. Because previous studies have shown a significant association between the DNA methylation level of an enhancer and the expression level of a direct target gene of the enhancer [27, 28], we then developed an approach (TENET) that identifies statistically significantly associated relationships (links) between DNA methylation and gene expression genome-wide using raw *p* values by calculating z scores, empirical *p* values, and Wilcoxon rank sum test *p* values. Although the number of enhancer to gene links can vary depending on the settings of cut-offs, in general, when we linked gene expression levels with enhancer activity, we found that only ~20% of the enhancer probes show a positive relationship between activity state and expression of a gene. Of these, ~40% of the enhancer probe:gene links are between enhancers and genes on the same chromosome, ~15% are within 10 MB of each other, and only ~5% of the links are between an enhancer and a gene located within 1 MB of each other. In total, we identified 608 enhancer probe:gene links (corresponding to 383 unique enhancers) in which the expression of a nearby gene (within 1 Mb) is positively associated with the activity of the enhancer (Additional file 5: Table S4); this set of links is the most likely to identify direct target genes. However, it is impossible to determine whether the associations are direct or indirect by comparing DNA methylation and gene expression changes. Chromosomal looping assays are often used to evaluate chromosomal interactions; however, the tissues analyzed here are not available for further experimental follow-up. Future studies will require the identification of tumor cell lines that show the appropriate enhancer activity:gene expression relationship (i.e., robust enhancer marks and high gene expression).

Although most genes and enhancers were involved in a relatively small number of links, we did identify some genes linked to hundreds of enhancers located throughout the genome. Although one may think that the most statistically significant enhancer to gene links would correspond to nearby, direct target genes, our results revealed that many links between an enhancer and a gene located far away or on another chromosome had very strong relationships. Many of these genes are TFs, some of which have previously been associated with the cancer in which the link was identified (Additional file 6: Table S5). For example, we identified GATA3 and FOXA1 as highly linked TFs in breast tumors. GATA3 and FOXA1 act as pioneer factors essential for mammary morphogenesis, and GATA3 is required for estradiol stimulation of cell cycle progression in breast cancer cells [29]. TENET identified HOXC6 and DLX1 as important TFs in PRAD. *HOXC6* is involved in epithelial cell proliferation, and loss of this gene induces apoptosis in prostate cancer cells [30, 31]. *DLX1* encodes a distal-less homeobox 1 protein that is reported to drive prostate cancer metastasis [32]. 

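More cell cycle genes and androgen-responsive genes were lower than higher after HOXC6 knockdown, and after DLX1 knockdown 11 of 93 androgen-responsive genes were lower and 6 higher by limma. Of 43 genes of S phase, 23 were lower after HOXC6 knockdown by limma (28 when adjusted over the list alone), among them MCM2, part of the helicase that opens replication origins (log2 fold change -0.53, limma adjusted p = 3.4e-04), UHRF1, which maintains DNA methylation (-0.44), and RRM2, a subunit of ribonucleotide reductase (-0.43). Of 58 genes of G2 and M phase, 21 were lower (33 when adjusted over the list alone), among them NUF2, a kinetochore protein (-0.96, limma adjusted p = 5.4e-06), CBX5, a heterochromatin protein (-0.79), and GTSE1, a microtubule-binding protein (-0.39). Of 93 androgen-responsive genes, 25 were lower and 2 higher after HOXC6 knockdown (27 lower and 6 higher when adjusted over the list alone). KLK3, which encodes prostate-specific antigen, fell from 1329 ± 40.9 to 985 ± 56.4 normalized counts (n = 3 each, log2 fold change -0.43, standard error 0.08, limma adjusted p = 0.0021) and was at 1382 ± 104 (n = 3) with DLX1 siRNA (limma adjusted p = 0.70). After DLX1 knockdown 11 of the androgen-responsive genes were lower and 6 higher (26 and 10 when adjusted over the list alone), with falls in CAMKK2, a calcium-dependent kinase (-0.55, limma adjusted p = 2.2e-04), SLC45A3, a sugar transporter of the prostate (-0.56, with limma adjusted p = 0.055 once the share of mitochondrially encoded transcripts is a covariate), and NKX3-1, a prostate TF (-0.45). SLC45A3 and NKX3-1 also fell by 0.52 and 0.30 after HOXC6 knockdown, while CCND1, which encodes cyclin D1, fell by 0.36 after HOXC6 knockdown and rose after DLX1 knockdown (0.39, limma adjusted p = 0.0014). Fewer cell cycle genes passed the threshold after DLX1 knockdown, 5 lower and 1 higher in S phase (6 and 2 when adjusted over the list alone) and 6 lower in G2 and M phase (6 when adjusted over the list alone), among them UBR7, a ubiquitin ligase (-0.72), RRM2 (-0.39), LBR, a protein of the nuclear envelope (-0.66), and NCAPD2, a condensin subunit (-0.46).
Against all other genes tested, by limma's camera with a preset correlation of 0.01, the S phase list was lower after HOXC6 knockdown (adjusted p = 1.2e-13, adjusted p = 0.25 with an estimated correlation), as were the G2 and M phase list (adjusted p = 1.1e-13, adjusted p = 0.24 with an estimated correlation) and the androgen-responsive list (adjusted p = 1.4e-04, adjusted p = 0.39 with an estimated correlation). After DLX1 knockdown the androgen-responsive list was lower (camera of limma, adjusted p = 8.7e-04, adjusted p = 0.44 with an estimated correlation), as were the G2 and M phase list (adjusted p = 0.013, adjusted p = 0.55 with an estimated correlation) and the S phase list (adjusted p = 0.029, adjusted p = 0.65 with an estimated correlation). By fry of limma, which tests a list by itself, the 3 lists passed the threshold after HOXC6 knockdown (adjusted p = 0.0028 for S phase, 0.0028 for G2 and M phase and 0.010 for androgen-responsive genes) and not after DLX1 knockdown (adjusted p = 0.24, 0.18 and 0.082). Between the siRNAs, the S phase and the G2 and M phase lists were lower with HOXC6 siRNA (camera of limma, adjusted p = 1.6e-06 and 9.2e-06, and adjusted p = 0.36 with an estimated correlation for both), and the androgen-responsive list did not differ past the threshold (adjusted p = 0.52). Among genes lower at adjusted p 0.05 and a fold change above 1.2, S phase genes were enriched in the HOXC6 knockdown (16 of 43, odds ratio 8.80, 95% confidence interval 4.42 to 17.0, Fisher's exact test, p = 3.5e-09), as were G2 and M phase genes (14 of 58, odds ratio 4.71, exact p = 1.2e-05) and androgen-responsive genes (20 of 93, odds ratio 4.07, exact p = 1.3e-06). In the DLX1 knockdown, androgen-responsive genes were enriched (9 of 93, odds ratio 4.98, exact p = 1.7e-04), S phase genes were enriched on 4 of 43 genes (odds ratio 4.71, exact p = 0.013, and p = 0.088 without control replicate 2), and G2 and M phase genes were not past the threshold (3 of 58, odds ratio 2.50, exact p = 0.13). The last of these passed it without control replicates 1, 2 or 3 (exact p = 0.033, 0.029 and 0.0083) and without DLX1 siRNA replicates 1, 2 or 3 (exact p = 0.0083, 0.027 and 0.0073). The Fisher tests took all 17283 genes tested as background, not matched for level. Genes near the floor may be called less often, which can raise these odds ratios. Higher genes were not tested in this way, though 6 of the 93 androgen-responsive genes were higher after DLX1 knockdown. Camera called the S phase and the G2 and M phase lists in the DLX1 knockdown no longer without control replicate 3 (adjusted p = 0.23 and 0.10) or DLX1 siRNA replicate 2 (adjusted p = 0.10 and 0.13). Of the lower genes after HOXC6 knockdown, 4 of the 23 in S phase, 3 of the 21 in G2 and M phase and 6 of the 25 androgen-responsive genes, MCM2, NUF2 and KLK2 among them, hold at least 1 of the 2 words named above in the 3' UTR.
Of the genes that the paper names for these terms, CDKN2C, an inhibitor of the kinases CDK4 and CDK6, fell from 20.3 ± 2.08 to 12.9 ± 0.535 normalized counts after HOXC6 knockdown (n = 3 each, log2 fold change -0.61, limma adjusted p = 2.0e-04), and CDK16, a cyclin-dependent kinase whose 3' UTR holds ACAGACC, fell from 117 ± 5.87 to 76.8 ± 2.74 (n = 3 each, -0.59, limma adjusted p = 1.3e-05). IGFBP3, which binds insulin-like growth factors, rose from 7.74 ± 0.781 to 12.5 ± 1.77 (n = 3 each, 0.63, limma adjusted p = 0.0081). After DLX1 knockdown CDCA7, a chromatin protein of S phase, was at 22.0 ± 2.38 against 27.3 ± 2.24 (n = 3 each, log2 fold change -0.30, limma adjusted p = 0.074), MAGOH, a protein of the exon junction complex, at 26.4 ± 3.10 against 33.4 ± 3.36 (n = 3 each, -0.33, limma adjusted p = 0.059) and MAD2L1, a protein of the mitotic spindle checkpoint, at 80.6 ± 8.78 against 99.5 ± 11.5 (n = 3 each, -0.30, limma adjusted p = 0.074). These 3 passed the threshold without DLX1 siRNA replicate 2 (limma adjusted p = 0.019, 0.014 and 0.019).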

Upon independent knockdown of these genes in C42B prostate cancer cells, we found that for HOXC6, the top GO terms for downregulated genes were mitotic cell cycle and cell cycle (e.g., *CDKN2C*, *CDK16*, *IGFBP3*), and for DLX1, genes involved in proliferation and androgen-responsive genes were enriched in downregulated genes (e.g., *CDCA7*, *MAGOH*, *MAD2L1*). However, different genes were identified upon knockdown of *HOXC6* and *DLX1,* suggesting that each of these TFs has a distinct role in prostate cancer (Fig. 6c). This supports the recent finding that the combination of three genes (*HOXC6*, *DLX1*, and *TDRD1*) constitutes the top prognostic marker for prostate cancer [10]. 

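The genes called in both knockdowns at adjusted p 0.05 and fold change 1.5 by limma were 3 that rose and 3 that fell, of 220 called for HOXC6 and 104 called for DLX1, and 0 changed in opposite directions. The 3 that fell, RP11-770J1.5 (log2 fold change -1.59 with HOXC6 and -1.88 with DLX1 siRNA), AP003419.11 (-0.79 and -0.90) and AC104534.3 (-0.71 and -0.86), and the 3 that rose, RP11-323N12.5 (0.94 and 0.70), RP11-513I15.6 (0.62 and 0.70) and RP5-857K21.11 (0.72 and 0.92), carry clone names, so no function is given for them. AC104534.3, RP11-513I15.6, AP003419.11 and RP11-323N12.5 lie near the floor, with highest values in any library of 1.42, 1.45, 1.67 and 2.45. Single libraries decide this count of 6. It became 2, 13 and 1 without control replicates 1, 2 and 3, 2, 2 and 24 without HOXC6 siRNA replicates 1, 2 and 3, and 2, 21 and 1 without DLX1 siRNA replicates 1, 2 and 3. Lists drawn independently would share 0.118 higher and 0.552 lower genes, and 100 simulations of unchanged groups against the same controls shared 0, a count held near 0 by the thresholds, so it does not measure what the shared controls add. At adjusted p alone, 118 genes rose and 104 fell in both knockdowns, against 28.0 and 34.8 for independent lists, 6 rose with HOXC6 siRNA and fell with DLX1 siRNA (21.5 for independent lists), and 54 did the reverse (45.4). TP53INP1, a target of p53, fell by 0.34 with HOXC6 siRNA and rose by 0.55 with DLX1 siRNA. RRM2, RHOU and SLC45A3 fell in both. The correlation of the fold changes was 0.357 across genes, which are not independent replicates, and in the simulations it was 0.498 on average (0.452 to 0.542). Their covariance was 0.0142 against 0.00611 in the simulations, a difference of 0.00811. The 3 control libraries were not split, since 1 of the 2 parts would keep a single library, so part of the overlap may come from the controls that both comparisons share.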

Some of the TENET-identified TFs in KIRC (TFEC, RUNX1, ZNF395) have been previously linked to kidney cancer. For example, the dysregulation of *TFEC,* which belongs to the micropthalmia family of TFs, leads to renal cell carcinoma [33], *RUNX1* upregulation is an important factor for clear cell renal carcinoma survival [1, 34], and *ZNF395* is known to play a role in the pathogenesis of clear cell renal carcinoma [24], possibly affecting kidney cancer patient survival (Additional file 1: Figure S9). Our analyses using ChIP-seq data for TFs identified by TENET in BRCA and KIRC suggest that enhancer:gene links identified by this approach may help to identify specific TF binding sites and DNA binding motifs; this finding may be very beneficial for studies of TFs for which we do not have available antibodies for functional assays and for understanding TF-enhancer-gene networks (Additional file 1: Figure S10).

## Conclusions

In this study, we developed an approach (TENET) that alleviated tumor purity issues and then identified more than 800,000 enhancer probe to gene links in prostate, breast, and kidney tissue samples using only DNA methylation and RNA-seq data (Additional file 5: Table S4). We revealed TFs whose expression is linked to a large number of tumor-specific enhancers and further characterized selected TFs for each tumor type (e.g., BRCA: GATA3, FOXA1, ESR1, PRAD: HOXC6, DLX1, KIRC: ZNF395) and for specific tumor subgroups. However, there are limitations to our analyses. For example, currently there is no H3K27Ac ChIP-seq data and no whole genome bisulfite sequencing data available for the ~1400 tissue samples we used. Because the DNA methylation data for the normal and tumor tissues are from HM450 arrays, we can only investigate enhancers represented by these probes. For future studies, data from the Illumina EPIC array (which has more enhancer probes) or from whole genome bisulfite sequencing of normal and tumor tissues can be used with TENET to comprehensively identify tumor-specific changes in enhancer activity. We note that our approach can only identify enhancer to gene links that show changes in samples. Therefore, enhancers linked to genes that are expressed at a high level across normal and tumor samples (even if regulated by different enhancers in the tumors) as well as enhancers that are constitutively active across samples (even if they regulate different genes in the normals vs. tumors) cannot be identified. Finally, we stress that our approach can also be applied to studies beyond cancer to characterize enhancer networks for different types of case versus control datasets.

## Methods

### Cell culture growth conditions

The human prostate cancer C42B cells, obtained from ViroMed Laboratories (Minneapolis, MN, USA), were maintained in RPMI 1640 supplemented with 10% fetal bovine serum (FBS). The human immortalized normal prostate cell line RWPE1 (ATCC # CRL-11609) was grown according to the manufacturer’s recommendation. The human breast cancer MCF7 cells (ATCC # HTB-22) were grown in DMEM supplemented with 10% FBS. For estradiol stimulation, cells were grown in phenol red-free medium with charcoal stripped serum for several days and treated with 100 nM of estradiol for 45 min (as a control, ethanol was added instead of estradiol). The human immortalized normal breast cell line MCF10A (ATCC # CRL-10317) was maintained in DMEM/F12 with 5% horse serum, 100 units/ml penicillin, 0.1 mg/ml streptomycin, 0.5 ug/ml hydrocortisone, 100 ng/ml cholera toxin, 10 ug/ml insulin, and 20 ng/ml epidermal growth factor.

### ChIP-seq

In C42B, RWPE1, MCF7, and MCF10A cells, H3K27Ac ChIP assays were performed using H3K27Ac antibody (Cat # 39133 Lot # 21311004, Active Motif, Carlsbad, CA, USA or ab4729 Abcam, Cambridge, MA, USA), as previously described [5, 35]. Each ChIP-seq experiment was performed in duplicate, and ChIP-seq libraries were sequenced on either Illumina Hiseq 2000 or Nextseq 500 machines. All ChIP-seq data were mapped to hg19 using BWA (default parameters), and peaks were called using Sole-Search as previously described [8]. All ChIP-seq data were deposited in GEO (accession number GSE78913). Access to other publicly available ChIP-seq datasets used in this study can be found in Additional file 2: Table S1.

### FAIRE-seq

FAIRE assays were performed in MCF10A cells as previously described [5]. Two independent libraries were constructed and sequenced on Illumina Hi-Seq 2000. FAIRE-seq data were mapped to hg19 using BWA (default parameters), and peaks were called by using Sole-Search (TF parameter, alpha value: 0.001, fdr: 0.001). All FAIRE-seq data were also deposited in the accession number, GSE78913.

### siRNA knockdown, RT-qPCR, and RNA-seq

For transient knockdown, C42B cells were transfected in triplicate with 100 nM of siRNA oligonucleotides of human HOXC6 (Cat # L011871000005), DLX1 (Cat # L011871000005), or control (Cat # D0018101005) using SMART pool Dharmafect transfection reagent 3 (Dharmacon, Lafayette, CO, USA) for 72 h. RNA was extracted using Trizol reagent (Cat # 15596-026, Life technologies, Carlsbad, CA, USA) following its protocol. cDNA was synthesized using SuperScript^®^ VILO™ cDNA Synthesis Kit (Cat # 11754-050, Life technologies, Carlsbad, CA, USA). qPCR was performed on cDNA using SYBR Green (Cat # 172-5201, Bio-Rad, Hercules, CA, USA) with primers listed in Additional file 8: Table S7. RNA-seq libraries were made using KAPA Stranded mRNA-Seq Kit with KAPA mRNA Capture Beads (Cat # KK8420, Kapa Biosystems, Woburn, MA, USA). ERCC RNA Spike-In Mix (Cat # 4456740 Therma Fisher Scientific, Waltham, MA, USA) was added to each library for quality assessment. RNA-seq libraries were sequenced on Illumina Nextseq 500 with 75-bp single reads. To remove batch effects, matched controls and knockdown samples were prepared and sequenced at the same time. All RNA-seq data were deposited in the NCBI GEO accession number, GSE78913, and differentially expressed genes were selected by using the Gene Specific Algorithm from Partek^®^ Flow^®^ software using the upper quartile normalization method (Partek Inc., St. Louis, MO, USA). We used an FDR cutoff of 0.05 to select statistically significantly differently expressed genes. Differentially expressed genes with absolute fold change >1.5 were listed in Additional file 7: Table S6.

### Tracing enhancer networks using epigenetic traits (TENET)

To identify differentially methylated enhancers, the genomic coordinates of enhancers identified by REMC and ENCODE for 98 tissues or cell lines plus H3K27Ac ChIP-seq peaks from breast, prostate, and kidney cells were used. We then narrowed the regions by intersecting with the set of ENCODE Master DNaseI-seq peaks from 125 tissues or cell lines and DNaseI/FAIRE/NOMe-seq peaks from breast, prostate, and kidney cells (Additional file 2: Table S1). Only distal regulatory elements were used; these were located greater than 1.5 kb from a known TSS and identified using GENCODE v19 [36]. DNA methylation HM450 data and RNA-seq data of breast, prostate, and kidney tissues were downloaded from the TCGA data portal (https://tcga-data.nci.nih.gov/tcga/) and used to identify differentially methylated enhancer probes and their associated genes by developing an approach called TENET (freely available to download at http://farnhamlab.com/software). Importantly, this method can predict enhancer:gene links using only DNA methylation and RNA-seq data, which is easily obtainable from frozen tissues. In step 1 of TENET, differentially methylated enhancers in tissue samples are identified, adjusting for tumor purity. In steps 2–4 of TENET, relationships between enhancer activity and gene expression levels are investigated genome-wide. TENET was designed to detect enhancer activity changes and enhancer:gene links that are specific to tumor subgroups. The ability of TENET to annotate enhancer:gene links genome-wide also allows the identification of a set of key TFs for each tumor type. All enhancer to gene links found can be summarized and visualized using the tools in step 5 of TENET, which creates tables annotating enhancer to gene link states of each sample, statistic tables, histograms, scatterplots, circos plots, and genome browser tracks. A detailed explanation of the TENET, including information on installation, parameter settings, and statistical methods, is available in Additional file 1: Supplementary Methods.

### Comparison of TF ChIP-seq with TENET results

We obtained GATA3, FOXA1, and ESR1 ChIP-seq from ENCODE (Additional file 2: Table S1) and then tested whether the TF peaks were found within ±100 bp of each probe. Fisher exact tests were conducted between groups, and *p* values were adjusted using Benjamini–Hochberg method.

### Whole genome bisulfite sequencing (WGBS)

We used level 3 data of WGBS of breast invasive carcinoma (BRCA), colon adenocarcinoma (COAD), uterine corpus endometrioid carcinoma (UCEC), lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUSC), rectum adenocarcinoma (READ), and stomach adenocarcinoma (STAD) from the TCGA data portal (https://tcga-data.nci.nih.gov/tcga/), and we visualized these datasets using the Integrative Genomics Viewer (IGV) (https://www.broadinstitute.org/software/igv/).

### Heatmap of E^T^:G links for prostate tumors

Using a binary file of E^T^:G^+^ links found by TENET for PRAD in step 5, unsupervised clustering was performed using a binary method for distance matrix computation and Ward’s method for hierarchical clustering. On the top of the heatmap, previously defined genomic alternations commonly found in prostate tumors and Gleason scores of the tumors are indicated [14]. The images of prostate tumor tissues submitted to TCGA were reviewed according to the American Joint Committee on Cancer (AJCC) and assigned a Gleason score, which describes how dangerous a prostate tumor is in terms of how likely it is to metastasize; the higher Gleason score, the more likely that tumor will grow and spread quickly.

### Gene ontology (GO) and GSEA analysis

To identify E^T^:G^+^ links found common across prostate tumors, the resulting dendrogram from the unsupervised clustering of E^T^:G^+^ links was cut (*k* = 5), and 1075 links between 115 unique genes and 102 unique enhancer probes were found (cluster 1 of the Fig. 7). The 115 genes were analyzed for enrichment in particular GO categories using the TopGO program [37]. A Fisher exact test was performed, and an adjusted *p* value cutoff 0.05 was used to select statistically significantly enriched GO categories. For enrichment analysis of genes differentially expressed in knockdown experiments, genes with FC cutoff 1.2 and FDR cutoff, 0.05 were selected, and the above Fisher exact tests were used to determine enriched GO categories. The same differentially expressed genes were used to identify enriched gene sets using the GSEA (Gene Set Enrichment Analysis) tool [38]. Hypergeometric test was used to calculate *p* value, and false discovery rate (*q*-value) <0.05 was used to select significantly enriched gene sets.

### Motif analysis for TF-linked enhancers

To discover de novo motifs enriched in the enhancers linked to a TF, we collected sequences of 100-bp windows of the CpG probes and used MEME version 4.10.1 [25] with a minimum motif width of 6 and a maximum motif width of 12, scanning both strands of DNA sequences. To provide a stringent analysis, we reported de novo motifs found at enhancer probes using *E*-value cutoff, 0.0001, that were found in >50% of the TF-linked enhancers; see Additional file 9: Table S8. Two motifs (motif 1 and motif 2) were found to be enriched in the 183 enhancers linked to ZNF395 with an *E*-value cutoff, 0.0001. FIMO version 4.10.1 [39] was used to scan distal (>1500 bp from a TSS) ZNF395 ChIP-seq peaks in K562 cells expressing eGFP-ZNF395 (*n* = 7767), non-ZNF395 linked enhancers (*n* = 2352) from TENET in KIRC, and distal NDRs defined using the ENCODE DNaseI master sites for 125 cell types (*n* = 2391,038) for the presence of motif 1 and motif 2; only loci with a match *p* value <1 × 10^−4^ were counted (Fig. 8c).

### Survival analysis

A Kaplan–Meier survival analysis was used to estimate the association of *ZNF395* expression with the survival of kidney cancer patients. Overall survival was calculated using an R package, survival version 2.38 (http://CRAN.R-project.org/package=survival), with the date of initial diagnosis of cancer and disease-specific death or months to last follow-up for patients who are alive. After grouping kidney tumor samples with low (below mean) and high (above mean) *ZNF395* expression, a log rank test was performed.

## Additional files

**Additional file 1.** **Supplementary Methods**, **Figure S1.** Workflow of TENET. **Figure S2.** Schematic diagrams explaining the methodology of TENET. **Figure S3.** Comparison of enhancer probes in the three tumor types. **Figure S4.** Identification of genes linked to differentially methylated enhancers using TENET. **Figure S5.** Examples of enhancer probe:gene links identified by TENET. **Figure S6.** Distribution of enhancer probe:gene links on the same chromosome. **Figure S7.** Histograms of TENET-identified enhancer:gene links (centered on genes). **Figure S8.** Histograms of TENET-identified enhancer:gene links (centered on enhancers). **Figure S9.** Survival curves of ZNF395 in KIRC. **Figure S10.** Example of a 3-layer (TF-enhancer-gene) network. and **Supplementary References**.

**Additional file 2: Table S1.** Next generation sequencing data used for analyses.

**Additional file 3: Table S2.** TENET parameter settings used for BRCA, PRAD, and KIRC.

**Additional file 4: Table S3.** Summary of TENET results for all enhancer:gene links.

**Additional file 5: Table S4.** List of E^T^:G^+^ links found by TENET (a) BRCA, (b) PRAD, and (c) KIRC.

**Additional file 6: Table S5.** List of TFs found from TENET E^T^:G^+^ links for BRCA, PRAD, and KIRC.

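Genes of Table S6 moved in the listed direction in the deposited values. Of the 181 genes that the paper lists as lower after HOXC6 knockdown, 180 were tested, all 180 had a negative log2 fold change, and 179 passed adjusted p 0.05 and fold change 1.5 by limma. Of the 47 that the paper lists as higher, 39 passed, and of the paper's 58 lower and 75 higher genes after DLX1 knockdown, 52 and 50 passed, with the sign of the list in all 57 and 75 that were tested. In the other direction, the lists hold 179 of the 180 genes called lower here and 39 of the 40 called higher for HOXC6, and 52 of 53 and 50 of 51 for DLX1. OS9, ALYREF and CD276 are among the HOXC6 genes, and SDC4, SMARCD2 and BANF1 among the DLX1 genes. The study chose these lists on the same libraries, so their overlap with the calls made here is not independent evidence.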

**Additional file 7: Table S6.** List of the most statistically significantly differentially expressed genes after siRNA experiments for *HOXC6* and *DLX1*.

**Additional file 8: Table S7.** Oligonucleotides sequences used for RT-qPCR after siRNA experiments.

**Additional file 9: Table S8.** List of de novo motifs enriched in TFs found from TENET E^T^:G^+^ links for KIRC.

## Abbreviations

BRCA: breast invasive carcinoma
ChIP: chromatin immunoprecipitation
ENCODE: encyclopedia of DNA elements
FAIRE: formaldehyde-assisted isolation of regulatory elements
KIRC: kidney renal clear cell carcinoma
NOMe-seq: nucleosome occupancy and methylome sequencing
PRAD: prostate adenocarcinoma
REMC: roadmap epigenome mapping consortium
TCGA: the cancer genome atlas
TENET: tracing enhancer networks using epigenetic traits
TF: transcription factor
TSS: transcription start site

# Supplementary material for: Identification of activated enhancers and linked transcription factors in breast, prostate, and kidney tumors by tracing enhancer networks using epigenetic traits
**Source:** Epigenetics Chromatin. 2016 Nov 9;9:50. doi: 10.1186/s13072-016-0102-4
**Supplement:** Supplementary file 9 — Additional file 9: Table S8. List of de novo motifs enriched in TFs found from TENET ET:G+ links for KIRC.

Table S8. List of de novo motifs enriched in TFs found from TENET $E^T:G^+$ links for KIRC

Motif ID	Motif profile	Linked TF	E-value	No. of loci with motif	Total no. of loci	Fraction of loci with motif
K1	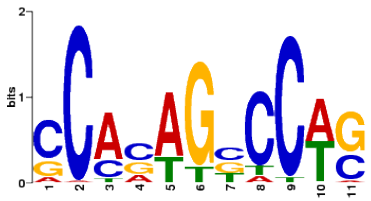	GLIS1	3.40E-07	134	222	0.60
K2	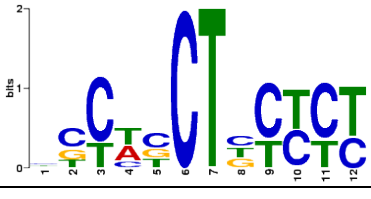	GLIS1	6.10E-10	138	222	0.62
K3	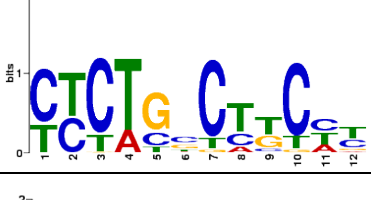	MAF	2.20E-18	190	196	0.97
K4	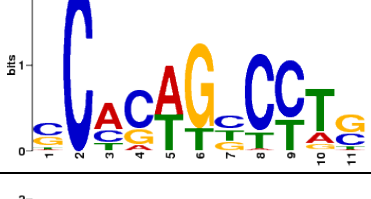	TRIM15	4.10E-10	185	185	1.00
K5<br>(Motif 1 from Figure 8)	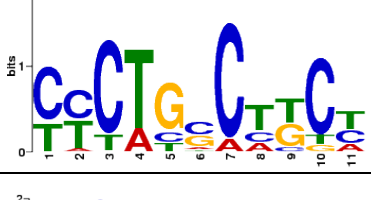	ZNF395	2.30E-17	182	183	0.99
K6	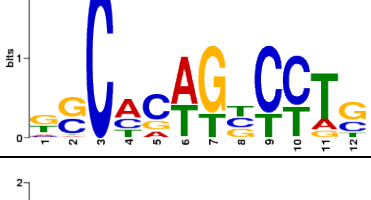	TFEC	1.90E-10	137	137	1.00
K7	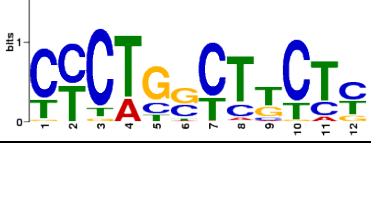	CREB3L3	3.50E-10	125	125	1.00

How the deposited data were processed for this re-analysis (not part of the article)

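RNA-seq was measured in 9 libraries of C42B prostate cancer cells, 3 each given control, HOXC6 or DLX1 siRNA. H3K27Ac ChIP-seq was measured in 10 libraries, 2 each of C42B, RWPE1, MCF10A, MCF7 in ethanol and MCF7 in estradiol, and FAIRE-seq in 2 libraries of MCF10A. Conditions and replicate numbers were taken from the sample labels, and all samples are established cell lines.

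The signal values of the gene table were made by the authors from reads mapped to hg19 with TopHat2, as estimated read counts per gene from Partek Flow 3, divided by 1 upper quartile factor per library, with 1 added before they were deposited. The peak positions were made by the authors, who mapped the reads to hg19 with BWA and called peaks in each library separately with Sole-Search. The score values of the peaks were deposited by the authors as the peak caller wrote them, with no unit stated, and are the same value, 6, for every peak of the 4 C42B and RWPE1 libraries, so that they rank no peaks there. The version of BWA, TopHat2 and Sole-Search is not given in the sources used here. The parameters and the choice of annotation behind the gene table were likewise not given in the sources used here beyond the names above.

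A count test had been planned for the gene table. Its values proved to be normalized, and 74.5 to 76.4% of the low values came out as whole reads within 0.05 of a read once the factor was removed, so the reads were not recovered and limma 3.58.1 (R 4.3.3) was used on log2 of the deposited value instead. Of 55765 genes in the table, 35377 had a value above the floor in some library, and the 17283 with at least 0.3 normalized counts in at least 3 libraries were tested. All 9 libraries were fitted together with 1 mean per group, and the variances were moderated with a trend on abundance. The contrasts were HOXC6 siRNA against control, DLX1 siRNA against control and HOXC6 against DLX1 siRNA, with Benjamini-Hochberg adjustment over all genes tested. Calls were made at adjusted p 0.05 alone and with a fold change above 1.5, the thresholds of Table S6, and enrichment among lower genes at a fold change above 1.2, as the paper states for its own. The target genes were also tested by exact permutation of 3 libraries against 3.

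Gene lists written before the data were examined were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation beside it, and with fry of limma, where at least 5 genes were tested. They hold genes of S phase, of G2 and M phase, androgen-responsive genes, luminal prostate, basal epithelial, fibroblast, leukocyte and neuroendocrine markers, HOXC cluster, other HOX and DLX genes, p53 targets, apoptosis regulators, interferon response, hypoxia and glycolysis, unfolded protein and amino acid response, cholesterol synthesis, cytosolic ribosomal proteins, mitochondrially encoded proteins, the nuclear-encoded respiratory chain, histone genes without polyadenylation, SRF targets and immediate early genes, small RNA silencing, and the genes and TFs that the paper names. The lists of cell cycle and androgen-responsive genes were also tested among the lower genes with Fisher's exact test (R 4.3.3). The background was all genes tested, not matched for level, and the higher genes were not tested this way. Among genes without ACAGACC or CACTCTC in the 3' UTR, that test was run with scipy 1.17.1.

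Genes named in the text follow a rule set before the data were examined. It takes every gene the paper names for the knockdowns or for prostate tumors, the 10 genes with the largest fold change in each direction and knockdown among those called, with a mean of at least 1 normalized count, every knockdown library on the same side of every control library and no clone name, up to 4 genes of each list by adjusted p in each contrast, up to 10 genes called in both knockdowns, and up to 5 genes each way between the siRNAs. The names in Table S6, which gives no values, had been seen when the rule was written. TP53INP1, DICER1 and other members of lists come in through the lists.

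Peaks were compared with Python 3.11.15 and numpy 2.4.6. A peak of replicate 1 that overlapped a peak of replicate 2 by at least 1 bp was merged with it into a replicated region. Genes and TSSs came from GENCODE v44 mapped to hg19, 1.5 kb from a TSS set the limit of distal regions, and a gene had a region where one lay within the gene or 10 kb of it. Positions are given counted from 1. There were 2 peaks that reached beyond the end of a chromosome. Open regions were moved at random within their chromosomes 100 times with a fixed seed (78). Words of 7 bases in annotated 3' UTRs were scanned for a link to the fold changes over 12908 genes, against 100 shuffles and 9 contrasts of 1 library with the others of its group, and 20 of 20 words planted in shuffled data were found. Of the genes tested, 13397 matched the annotation by symbol and 1014 by an older symbol.

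The fit was tested on simulated data with 200 changed genes. The spread set in the simulation was estimated from reads not scaled for depth. It therefore includes differences in depth within groups, and the recovery may be too low for these data. At a limma adjusted p under 0.05 alone, it recovered 11.9, 71.6 and 95.5% of the genes changed by factors of 1.5, 2 and 4 in the HOXC6 comparison, with 4.03% false calls, and 10.6, 61.2 and 98.5% in the DLX1 comparison, with 3.45% false calls. A change by a factor of 1.5 had a median log2 fold change of 0.43 on this scale, under the fold change threshold itself. The RNA-seq libraries held an estimated 25.0 to 37.5 M reads each, with group medians of 32.5 M for control, 29.1 M for HOXC6 and 29.3 M for DLX1 siRNA. Read numbers of the ChIP-seq and FAIRE-seq libraries were not used here.

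The alternatives set beforehand and run were TMM scaling (trims 0.3 and 0.05), no filter, a filter of at least 1 CPM in at least 3 libraries, a fit of the 6 libraries of 2 groups alone, a block for the replicate number, leaving out each library in turn, and for peaks an overlap of at least 50% of the shorter peak, the higher 50% of the peaks by score, the same number of top peaks (39141 for the ChIP-seq libraries that have ranked scores) and a window of 50 kb around genes. Those chosen after seeing the data were a pseudocount of 0.1 in place of 1, median-of-ratios scaling, the share of mitochondrially encoded transcripts as a covariate, and main chromosomes only for the overlap of replicates. Figures were drawn with matplotlib 3.10.9. Data types of the paper other than these libraries, DNA methylation and tumor expression among them, were not analysed here, nor were the siRNA sequences, and the gene table holds 0 entries for spike-in RNA.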

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

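The tests of the words held by HOXC6 transcripts, of the 3 lists among genes without either word and of the range of the mitochondrial share within groups, and the fits with median-of-ratios scaling or with the mitochondrial share as a covariate, were chosen only after the result was seen, and the other tests below were set before it.

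HOXC6 knockdown lowered 180 genes and raised 40 (81.8% lower) past adjusted p 0.05 and fold change 1.5 by limma, and of the 162 lower genes with an annotated 3' UTR 115 hold the word ACAGACC or CACTCTC in it, a signal in sequences that the paper does not discuss. The words were picked on these same fold changes, which can raise that number. Scaling of the libraries as the whole cause is argued against, since at least 82.2% of the genes past both thresholds were lower under TMM and median-of-ratios scaling, although without HOXC6 siRNA replicate 3 the numbers were 216 lower and 98 higher (68.8% lower). The z of ACAGACC for a link to lower fold changes was -15.6, against a lowest z of any word of -4.92 in 100 shuffles and -6.385 in 9 contrasts within groups, and both of the leading words (2 of 2) occur in coding transcripts of HOXC6, ACAGACC in 4 of 4 and CACTCTC in 2 of 4, while 17.3% of all words scanned do, so a candidate explanation is that siRNAs against HOXC6 also lowered other transcripts through seed matches in 3' UTRs. Loss of HOXC6 itself stays open as an explanation that was not tested apart from the siRNA, as the siRNA sequences are not used here, 47 of the 162 lower genes hold neither word, and among genes without either word the lists of S phase (odds ratio 9.71, Fisher's exact test, p = 2.8e-08), G2 and M phase (4.86, exact p = 6.9e-05) and androgen-responsive genes (4.83, exact p = 3.9e-06) were enriched among the genes lower at adjusted p 0.05 and a fold change above 1.2. Genes without either word are not thereby free of seed matches. Only 2 words were taken, from the canonical 3' UTR of each gene, while the paper's methods name a SMART pool. These enrichments therefore cannot separate loss of HOXC6 from other effects of the siRNAs. For the DLX1 knockdown, seed matches and other reasons for lower genes cannot be told apart, because 75.5% of the lower genes have an annotated 3' UTR, under the 80% set for the test, and the lowest z, -6.21 for GAGCCGA, was reached in 2 of 9 contrasts within groups.

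Mitochondrially encoded genes, which the paper does not discuss, rose after DLX1 knockdown, 8 of 13 past the limma threshold (camera, adjusted p = 1.1e-07, adjusted p = 0.41 with an estimated correlation, and 0.082 by fry), and 2 of 13 rose after HOXC6 knockdown (camera, adjusted p = 1.1e-04, adjusted p = 0.42 with an estimated correlation, and 0.14 by fry). A difference between libraries other than the siRNA cannot be told apart from the knockdown here, because the share of these transcripts ranged over 4.06 percentage points within a group, against differences from the control mean of 3.02 for HOXC6 and 4.08 for DLX1 siRNA. Over the other genes, the fold changes of the DLX1 knockdown had a correlation of 0.596 with the slopes on this share within groups (4 of 216 orders of the share gave one as high, and 83 of 95 called genes had the sign of their slope), so part of them may follow the same deviation of the libraries. For the HOXC6 knockdown the correlation of 0.267 (8 of 216 orders, 126 of 220 called genes) lay between the bounds of 0.1 and 0.3 set for the test, and with the share as a covariate 64.8% of the called genes of both knockdowns (79.5% for HOXC6, 33.7% for DLX1) kept their sign and a fold change above 1.5, a value between the bounds set for that test, which keeps both open. With the covariate 320 of 324 calls kept their sign, so what was lost was mostly the size of the fold change. The share also differs between the siRNA groups, so the covariate can take up differences between groups as well. An effect of either siRNA on mitochondrial transcripts stays open and was not tested apart from these differences between libraries.

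In MCF7 cells, 5579 merged H3K27Ac regions were called in both libraries of 1 replicate number, 1 in estradiol and 1 in ethanol, and in neither library of the other number (3920 for number 1 and 1659 for number 2), a signal in regions that the paper does not discuss, while 23862 of 64895 merged regions (36.8%) were called in all 4 libraries. A difference in the number of peaks called as the whole cause is argued against, since with the top 39141 peaks of each library the mean Jaccard index of the same-number pairs (0.681) stayed above that of the same-treatment pairs (0.617) by 0.0640, more than the 0.0515 between the 2 same-treatment pairs. An effect of estradiol on which regions carry H3K27Ac cannot be told apart from other differences between the libraries, because 1771 regions followed the treatment, fewer than followed the number and more than the 1470 of the remaining division, and no test of single regions between treatments was run. A preparation or sequencing run shared by libraries of the same number is not given in the sources used here and was not tested.

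Genes of 5 other lists outside those the paper discusses moved past the limma threshold, and camera called each list in the same direction under every setting run, while by fry of limma 3 of them, each in the HOXC6 knockdown, were not past the threshold, namely cytosolic ribosomal proteins (adjusted p = 0.093), the nuclear-encoded respiratory chain (0.19) and hypoxia and glycolysis (0.27). Cytosolic ribosomal protein genes, which share reads with many near-identical pseudogenes, rose after HOXC6 knockdown in 17 of 77 (32 when adjusted over the list alone), among them RPL35 (log2 fold change 0.39, limma adjusted p = 0.0031) and RPL28 (0.35), with camera adjusted p = 5.8e-10 and adjusted p = 0.39 with an estimated correlation. Nuclear-encoded genes of the respiratory chain rose in 9 of 75 (8 when adjusted over the list alone), among them NDUFA7 (0.33) and NDUFS8 (0.29), 2 subunits of complex I, with camera of limma at adjusted p = 3.1e-07 and adjusted p = 0.45 with an estimated correlation. Genes of the unfolded protein and amino acid response rose in 8 of 29 and fell in 1 (11 and 1 when adjusted over the list alone), among them the chaperones HSPA5 (0.40) and HYOU1 (0.37), with camera of limma at adjusted p = 3.6e-04 and adjusted p = 0.36 with an estimated correlation. Of 24 genes of hypoxia and glycolysis, 6 rose and 1, CA12, fell (9 and 2 when adjusted over the list alone), with rises in PDK1 (0.40), a kinase that holds back pyruvate dehydrogenase, and PFKP (0.36), a phosphofructokinase, and camera of limma at adjusted p = 8.3e-04 and adjusted p = 0.45 with an estimated correlation. Genes of small RNA silencing rose after DLX1 knockdown in 5 of 13 (6 when adjusted over the list alone), with DICER1 from 232 ± 3.95 to 370 ± 11.7 normalized counts and AGO2 from 60.9 ± 4.75 to 92.4 ± 1.79 (n = 3 each, limma adjusted p = 2.3e-05 and 2.5e-04), and camera at adjusted p = 9.8e-04 and adjusted p = 0.065 with an estimated correlation. Between the siRNAs, HOXC6 siRNA was higher for ribosomal proteins (camera of limma, adjusted p = 3.3e-14), the respiratory chain (adjusted p = 9.7e-14) and the unfolded protein response (adjusted p = 4.9e-05), each with adjusted p = 0.36 with an estimated correlation, and lower for small RNA silencing (adjusted p = 0.0014, adjusted p = 0.11 with an estimated correlation).

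The 6 libraries of each comparison can be split 3 and 3 in 10 ways, which are too few for a share under 0.05, and in each case 1 split, the real one, gave as many genes. The real split gave 2246 genes past adjusted p 0.05 by limma for the HOXC6 knockdown and 991 for the DLX1 knockdown, with 0 as the highest of the other splits, and 2459 between the siRNAs, with 3 as the highest other. At fold change 1.5 as well the values were 233 and 121 for the 2 knockdowns, with 0 as the highest other.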

How the results depend on the processing

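The pseudocount of 0.1, median-of-ratios scaling, the mitochondrial share as a covariate and main chromosomes only were chosen after seeing the data, and the other alternatives before. The targets HOXC6 and DLX1 fell under every alternative run, with log2 fold changes of -1.48 to -1.38 and -1.49 to -1.39 when libraries were left out, as did the lists of S phase, G2 and M phase and androgen-responsive genes in the HOXC6 knockdown. Over single genes and gene lists, 5745 combinations of a result with an alternative kept direction and side of the threshold, 579 lost the threshold, 94 gained it and 3 reversed, and over results that answer a comparison 285 stayed, 65 moved, 9 gained the threshold and 1 lost it. For what moved, the cause was not tested. Leaving 1 library out lowers the number of libraries, and dropping the filter raises the number of genes tested. Some counts rose with 1 library left out, such as 970 to 2583 genes for DLX1 without DLX1 siRNA replicate 2. In the simulation with 3 libraries per group, 71.6% (HOXC6) and 61.2% (DLX1) of changes by a factor of 2 were recovered. These shares may be too low, as the simulated spread was estimated from reads not scaled for depth. What depth alone limits was not tested. No ranking of peaks was possible in C42B and RWPE1, where every peak has the same score, so the higher 50% and equal numbers of peaks were not run there nor for the pairing of all 10 libraries. A count test with its own size factors and scaling on spike-in RNA were planned and not run, because the values are not counts and the table holds 0 spike-in entries. The overlap of replicates needs 2 libraries and has no value with 1 left out.

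The paper states that matched control and knockdown samples were prepared and sequenced at the same time, without saying that a replicate number marks such a match, and the RNA-seq values show no pairing by number, as the deviations of samples with the same number had correlations of -0.29 to 0.27, and not every sample correlated best with its own number. With the replicate number as a block, limma called 464 genes for DLX1 at adjusted p 0.05 in place of 970 (227 higher and 237 lower in place of 549 and 421), and 29 higher and 45 lower with fold change 1.5 in place of 51 and 53, the odds ratio of G2 and M phase genes among the lower genes of the DLX1 knockdown was 4.01 (exact p = 0.044) in place of 2.50, and no other result that answers a comparison moved past its limit.

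Without the filter there were 1423 genes past adjusted p 0.05 for HOXC6 (2311 with it), 221 for DLX1 (970), 41 for DLX1 with fold change 1.5 (104), 1903 between the siRNAs (2961) and 0 called in both knockdowns (6), and the G2 and M phase odds ratio for DLX1 was 18.3 (exact p = 7.6e-04). With only the 6 libraries of the 2 groups compared, 10 genes were called in both knockdowns. With a pseudocount of 0.1, 415 genes passed both thresholds for HOXC6 (121 higher and 294 lower, against 40 and 180), 19 were called in both knockdowns, and the correlation of fold changes was 0.421 (0.357). With the mitochondrial share as a covariate, 116 genes for DLX1, 39 with fold change 1.5 and 0 in both knockdowns were called, 197 genes of Table S6 (320), and the G2 and M phase odds ratio for DLX1 was 13.6 (exact p = 0.0018). This covariate reversed 3 results of the DLX1 knockdown, cytosolic ribosomal proteins (median log2 fold change 0.0532 in place of -0.07), the nuclear-encoded respiratory chain (0.0777 in place of -0.12) and DUXAP10 (-0.0184 in place of 1.61).

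For peaks, with an overlap of at least 50% of the shorter peak, 66.3% of MCF7 ethanol peaks were found in the other replicate (68.4% with 1 bp) and 57.7% of MCF7 ethanol regions in MCF10A (58.1%). With the higher 50% of the peaks the values were 85.4% and 65.9%, and 86.1% for replicates in estradiol (73.3%), 62.8% of MCF10A regions in MCF7 (49.4%), 94.2% of estradiol regions in ethanol (87.9%), and 1 MCF7 or MCF10A library with a peak in the TRPM4 window (6). With equal numbers of top peaks they were 73.3% of MCF7 ethanol peaks in the other replicate, 59.0% in MCF10A and 54.7% of FAIRE-seq regions in H3K27Ac regions (28.5%). Within 50 kb, 3 luminal prostate genes had a region in RWPE1 (1 within 10 kb), 8 in MCF10A (5), 9 in MCF7 in ethanol (6) and 7 in estradiol (5). Of the basal genes, 7 had one in C42B (1), 8 in MCF7 in ethanol (5) and 10 in estradiol (5).

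Leaving out 1 library at a time gave 1391 to 2635 genes past adjusted p 0.05 for HOXC6 (1391, 1440 and 1418 without control replicates 2 and 3 and HOXC6 siRNA replicate 1), 202 to 2583 for DLX1 (419, 409 and 254 without control replicates 1, 2 and 3, and 202, 2583 and 208 without DLX1 siRNA replicates 1, 2 and 3), 204 to 314 for HOXC6 with fold change 1.5 (98 higher and 216 lower without HOXC6 siRNA replicate 3), 45 to 286 for DLX1 with fold change 1.5 (64 and 45 without control replicates 1 and 3, and 50, 286 and 51 without DLX1 siRNA replicates 1, 2 and 3), 1819 to 3499 between the siRNAs (1819 and 1848 without DLX1 siRNA replicates 1 and 3) and 1 to 24 called in both knockdowns, where leaving out any of the 9 libraries moved the count. The correlation of fold changes ran from 0.25 to 0.44. Among lower genes of the DLX1 knockdown the odds ratio ran from 2.44 to 8.48 for S phase genes (not past the threshold without control replicate 2, exact p = 0.088) and from 2.07 to 8.11 for G2 and M phase genes. Shares of regions ran from 11.6 to 20.2% for C42B in RWPE1 (20.2% without replicate 2), 46.0 to 46.2% for MCF7 ethanol in MCF10A, 39.3 to 49.0% for MCF10A in MCF7, 74.4 to 83.2% for estradiol in ethanol, 66.8 to 78.5% for ethanol in estradiol and 10.5 to 21.1% for FAIRE-seq regions in H3K27Ac.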

Differences from the paper's values

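The number of genes higher in both knockdowns is 6 in the paper (Table S6) and 3 here, at the same thresholds of adjusted p 0.05 and fold change 1.5, and the number lower in both is 5 in the paper and 3 here. The test differs, limma here and Partek's Gene Specific Algorithm in the paper. Of the paper's shared genes, FP15737 did not pass the filter here. GSTT2B, RP11-170L3.7, RP11-498C9.2 and RP11-764K9.4 kept their direction in both knockdowns, with limma adjusted p = 0.055 to 0.079 where they missed the threshold. RP11-170L3.7 also had a log2 fold change of 0.56 with HOXC6 siRNA, under a fold change of 1.5. Of the alternatives set before the data were examined, the fit of only the 6 libraries compared gives 5 higher and 5 lower and leaving out control replicate 2 gives 7 and 6, both within 1.5 times the paper's counts, as is the lower count of 4 without HOXC6 siRNA replicate 3. The others are not within it, with 2 higher and 3 lower under TMM, 0 and 0 without a filter, 3 and 2 with at least 1 CPM, 2 and 2 with the replicate block, 1 and 1 without control replicate 1, 0 and 1 without control replicate 3, 1 and 1 without HOXC6 siRNA replicate 1, 1 and 1 without HOXC6 siRNA replicate 2, 20 higher without HOXC6 siRNA replicate 3, 1 and 1 without DLX1 siRNA replicate 1, 12 and 9 without DLX1 siRNA replicate 2, and 0 and 1 without DLX1 siRNA replicate 3. Of the alternatives chosen after seeing the values, none is within it, with 11 and 8 for a pseudocount of 0.1, 2 and 3 for median-of-ratios scaling, and 0 and 0 with the mitochondrial share as a covariate.

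The text of the paper names IGFBP3 among the genes lowered by HOXC6 knockdown, while its Table S6 lists IGFBP3 as higher, and here IGFBP3 rose (log2 fold change 0.63, limma adjusted p = 0.0081, adjusted p = 0.060 without a filter), and it was higher under every setting run. The other 2 genes it names with IGFBP3 were lower here as well, CDKN2C (log2 fold change -0.61) and CDK16 (-0.59). The paper counts CDCA7, MAGOH and MAD2L1 among the genes lowered by DLX1 knockdown. They are not in its Table S6, which holds only fold changes above 1.5, while its enrichment took fold changes above 1.2. Here their log2 fold changes were -0.30, -0.33 and -0.30 with limma adjusted p = 0.074, 0.059 and 0.074. All 3 pass without DLX1 siRNA replicate 2 (limma adjusted p = 0.019, 0.014 and 0.019), and CDCA7 and MAGOH pass without HOXC6 siRNA replicate 1 (limma adjusted p = 0.049 for both). MAGOH also passes with median-of-ratios scaling, an alternative chosen after seeing the values, under which 319 of the paper's genes in Table S6 are called against 320 without it. No other setting run calls any of the 3.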

Other observations

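The mitochondrial share as a covariate was chosen only after the result was seen, and the other tests below before it. Luminal prostate markers were lower after HOXC6 knockdown, 5 of 13 by limma (8 when adjusted over the list alone), with falls in KLK2 (log2 fold change -0.69) and SLC45A3 (-0.52) and camera at adjusted p = 9.3e-04, adjusted p = 0.25 with an estimated correlation. After DLX1 knockdown 2 of 13 were lower, with camera of limma at adjusted p = 0.054 (past the threshold, at 0.015 to 0.046, with TMM, with the 6 libraries of that comparison alone, without HOXC6 siRNA replicates 2 or 3, without DLX1 siRNA replicate 1 and with the mitochondrial share as a covariate). Of 52 TFs that the paper links to more than 10 enhancer probes in prostate tumors, 3 rose and 9 fell after HOXC6 knockdown (camera of limma, adjusted p = 0.47), among the latter HOXC6 itself, HOXC4, SPDEF (-0.43) and NR2F6 (-0.42, with ACAGACC in its 3' UTR), and 6 rose and 2, DLX1 itself among them, fell after DLX1 knockdown (camera, adjusted p = 0.029, adjusted p = 0.55 with an estimated correlation). That last call was lost without control replicate 3 (camera of limma, adjusted p = 0.18), without DLX1 siRNA replicate 1 (0.085) and with the mitochondrial share as a covariate (0.54). Among HOXC cluster genes, HOXC4 fell with HOXC6 siRNA (-0.73, limma adjusted p = 5.7e-04), although its annotated span overlaps that of HOXC6, so its value is uncertain. The cluster was not past the threshold in the HOXC6 knockdown, with 2 of 8 lower (camera of limma, adjusted p = 0.24), and was higher in the DLX1 knockdown, with 2 of 8 past the threshold (5 when adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.065 with an estimated correlation). Other HOX genes were also higher in the DLX1 knockdown, 2 of 18 (5 when adjusted over the list alone, camera of limma, adjusted p = 8.7e-04, adjusted p = 0.065 with an estimated correlation), and 2 of 18 rose in the HOXC6 knockdown (adjusted p = 0.23).

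The TF SRF, whose 3' UTR holds ACAGACC, fell with HOXC6 siRNA (log2 fold change -0.93, limma adjusted p = 2.5e-06), while of 16 SRF targets and immediate early genes 1 other, JUNB, changed and rose (0.48), and the list was not past the threshold (camera, adjusted p = 0.82, and 0.27 with DLX1 siRNA, where limma called 0 of 16, with 4 at an unadjusted p under 0.05). Of 25 p53 targets, 3 rose and 4 fell with HOXC6 siRNA (camera of limma, adjusted p = 0.32) and 2 rose and 2 fell with DLX1 siRNA (adjusted p = 0.13). Of 22 apoptosis regulators, 1 rose and 2, BMF (-0.47, with ACAGACC in its 3' UTR) and CASP3 (-0.35), fell with HOXC6 siRNA (camera of limma, adjusted p = 0.29), and 1 rose and 1 fell with DLX1 siRNA (camera, adjusted p = 0.016, adjusted p = 0.44 with an estimated correlation, and 0.69 with the mitochondrial share as a covariate). Of 24 genes of cholesterol synthesis, 3 fell with HOXC6 siRNA, among them IDI1 (-0.36, camera of limma, adjusted p = 0.085, and 0.027 without a filter, 0.039 without control replicate 2 and 0.025 without HOXC6 siRNA replicate 3), and 1 rose and 2 fell with DLX1 siRNA (adjusted p = 0.10, and 0.044 without control replicate 2 and 0.025 without DLX1 siRNA replicate 1). Of 23 interferon response genes, 2 fell with HOXC6 siRNA, PARP9 (-0.43) and IFITM1 (-0.41, a call lost under 10 of the settings run, among them without control replicate 1, 2 or 3, HOXC6 siRNA replicate 2 or DLX1 siRNA replicate 3), and limma called 0 with DLX1 siRNA, with 2 at an unadjusted p under 0.05 (camera of limma, adjusted p = 0.48 and 0.81). Of 14 histone genes without polyadenylation, 3 rose and 1 fell with HOXC6 siRNA (camera of limma, adjusted p = 0.12) and limma called 0 with DLX1 siRNA, with 1 at an unadjusted p under 0.05 (camera, adjusted p = 0.029, adjusted p = 0.19 with an estimated correlation, and not past the threshold without control replicate 3 or DLX1 siRNA replicate 2, with adjusted p = 0.070 and 0.10, nor with 2 other filters or the mitochondrial share as a covariate, with 0.073, 0.083 and 0.13). Of 13 genes of small RNA silencing, 1 rose and 1 fell with HOXC6 siRNA (camera of limma, adjusted p = 0.46). With DLX1 siRNA, 3 of 29 genes of the unfolded protein and amino acid response fell and 1 of 24 genes of hypoxia and glycolysis rose and 3 fell (camera of limma, adjusted p = 0.31 and 0.75).

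With DLX1 siRNA the lists of cytosolic ribosomal proteins and of the nuclear-encoded respiratory chain were lower by camera of limma (adjusted p = 0.029 and 0.0033, adjusted p = 0.71 and 0.67 with an estimated correlation), although 1 gene of each passed the threshold and rose, RPL28 (0.35) among them. Those calls were lost without control replicate 3 (camera of limma, adjusted p = 0.27 and 0.093) and without DLX1 siRNA replicate 3 (0.62 and 0.21), and with the mitochondrial share as a covariate the direction turned (median log2 fold change 0.0532 in place of -0.07 and 0.0777 in place of -0.12). Of the 8 genes that the paper names for the knockdowns, 1 rose and 4, HOXC6 itself among them, fell with HOXC6 siRNA (camera of limma, adjusted p = 6.8e-04, adjusted p = 0.19 with an estimated correlation) and 1, DLX1 itself, fell with DLX1 siRNA (adjusted p = 0.020, adjusted p = 0.18 with an estimated correlation), and the paper chose them on these libraries. Of the 6 that it names for prostate tumors, 2 fell with HOXC6 siRNA and 1, CAMKK2, with DLX1 siRNA (camera of limma, adjusted p = 0.055 and 0.92), while FOXA1, HOXB13, HOXC5 and TDRD1 did not pass the threshold in either. TRPM4 had log2 fold changes of -0.02 and -0.18 (limma adjusted p = 0.93 and 0.20). Fewer than 5 genes were tested of the markers of other cell types, 3 of 12 basal epithelial genes, of which DST fell with HOXC6 siRNA (-0.33, limma adjusted p = 0.0050), 4 of 10 fibroblast genes, of which VIM rose with HOXC6 siRNA (0.52, limma adjusted p = 0.0012) and with DLX1 siRNA (0.35, limma adjusted p = 0.031, a call lost without control replicate 1, 2 or 3 or DLX1 siRNA replicate 1 or 3), 1 of 8 leukocyte genes, LYZ, and 2 of 9 neuroendocrine genes, neither of which changed, and of 6 DLX genes 3 were tested, of which DLX2 fell with HOXC6 siRNA (-0.43, limma adjusted p = 0.015, and 0.058 without control replicate 2). By fry of limma, which tests a list by itself, the side of the threshold differed from that of camera for HOXC cluster genes, HOXC6 itself among them (lower, adjusted p = 0.0011), histone genes without polyadenylation (higher, 0.0055) and the 6 genes named for prostate tumors (lower, 0.022) with HOXC6 siRNA, and for the 52 TFs (0.29), apoptosis regulators (0.082), cytosolic ribosomal proteins (0.58) and the nuclear-encoded respiratory chain (0.52) with DLX1 siRNA.

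At the window of Fig. 2b for breast tumors, H3K27Ac peaks were found in both C42B libraries (1710 and 1530 bp) and in all 4 MCF7 libraries (up to 7260 bp) and in no RWPE1 or MCF10A library. At the window of Fig. 5c, which holds the end of BANP, they were found in both C42B libraries (3540 and 2550 bp) and in all 4 MCF7 libraries (1800 to 2820 bp) and in no RWPE1 or MCF10A library. In the TRPM4 window, each of the 6 MCF7 and MCF10A libraries had a peak, 330 to 1800 bp wide. Of 13 estradiol-responsive genes, 13 had an H3K27Ac region in MCF7 in ethanol and 13 in estradiol, 12 in C42B, 11 in MCF10A and 5 in RWPE1, and of the 10 luminal prostate genes 6 had one in MCF7 in ethanol, 5 in MCF7 in estradiol and 5 in MCF10A. With all 13 estradiol-responsive genes counted under both treatments, this count cannot show a change in the size of their regions. The first 2 principal components of the RNA-seq libraries held 34.1 and 29.6% of the variance. The paper's methods give the same catalog number for the HOXC6 and the DLX1 siRNA, while in the gene table each target fell by 1.43 on the log2 scale with its own siRNA.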
